# A Variant in the Neuropeptide Receptor *npr-1* is a Major Determinant of *Caenorhabditis elegans* Growth and Physiology

**DOI:** 10.1371/journal.pgen.1004156

**Published:** 2014-02-27

**Authors:** Erik C. Andersen, Joshua S. Bloom, Justin P. Gerke, Leonid Kruglyak

## Abstract

The mechanistic basis for how genetic variants cause differences in phenotypic traits is often elusive. We identified a quantitative trait locus in *Caenorhabditis elegans* that affects three seemingly unrelated phenotypic traits: lifetime fecundity, adult body size, and susceptibility to the human pathogen *Staphyloccus aureus*. We found a QTL for all three traits arises from variation in the neuropeptide receptor gene *npr-1*. Moreover, we found that variation in *npr-1* is also responsible for differences in 247 gene expression traits. Variation in *npr-1* is known to determine whether animals disperse throughout a bacterial lawn or aggregate at the edges of the lawn. We found that the allele that leads to aggregation is associated with reduced growth and reproductive output. The altered gene expression pattern caused by this allele suggests that the aggregation behavior might cause a weak starvation state, which is known to reduce growth rate and fecundity. Importantly, we show that variation in *npr-1* causes each of these phenotypic differences through behavioral avoidance of ambient oxygen concentrations. These results suggest that variation in *npr-1* has broad pleiotropic effects mediated by altered exposure to bacterial food.

## Author Summary

Using the nematode roundworm *Caenorhabditis elegans*, we identified differences in lifetime fecundity, adult body size, and susceptibility to the human pathogen *Staphyloccus aureus* between the laboratory strain (N2) from Bristol, England and a wild strain (CB4856) from Hawaii, USA. Using linkage mapping and other genetic tests, we found a QTL for all three traits arises from variation in the neuropeptide receptor gene *npr-1*. Moreover, we found that variation in *npr-1* is also responsive for differences in 247 gene expression traits. Variation in *npr-1* is known to determine whether animals disperse throughout a bacterial lawn or aggregate at the edges of the lawn. We found that the allele that leads to aggregation is associated with reduced growth and reproductive output likely caused by a weak chronic starvation state. These results suggest that variation in *npr-1* has broad effects on the phenotype of an organism mediated by altered exposure to bacterial food.

## Introduction

In recent years, quantitative genetic approaches in the nematode *Caenorhabditis elegans* have identified quantitative trait genes (QTGs) for a diverse set of phenotypes [1]–[13]. While a few studies have employed genome-wide association mapping in wild isolates [4], [14], [15], most have relied on linkage mapping in recombinant inbred lines from crosses between the common laboratory strain, N2, and a wild strain from Hawaii [16]. N2, also called “Bristol” after the site of its original collection from the wild, was isolated around 1951. For the next 18 years, this strain was propagated in the laboratory for hundreds of generations, which likely led to adaptation to the laboratory environment [7]. Therefore, the use of the Bristol strain as a parent in recombinant inbred line panels may be expected to result in the identification of variants selected during laboratory adaptation. Indeed, the use of a laboratory-adapted strain in mapping panels has led to the identification of pleiotropic laboratory-derived variants in the classic model organisms *S. cerevisiae* [17], [18] and *A. thaliana* [19]. Variants specific to laboratory strains may be expected to show large and widespread phenotypic effects when traits related to fitness are measured in the same laboratory environment in which they were selected.

Here, we take advantage of an advanced intercross recombinant inbred line (RIAIL) panel from a cross between N2 and the Hawaii strain CB4856 [15] to identify the genetic basis of differences in lifetime fecundity, adult body size, susceptibility to an opportunistic human pathogen, and hundreds of gene expression traits. We use nearly isogenic lines (NILs) and loss-of-function alleles to show that the causative gene underlying a major QTL for all these traits is the neuropeptide receptor *npr-1*, which harbors a laboratory-derived variant in the Bristol strain [7], [15].

The version of the neuropeptide receptor NPR-1 found in the Hawaii strain responds to a single neuropeptide named FLP-21 [20]. By contrast, the variant in NPR-1 found in the Bristol strain causes an abnormal gain-of-function phenotype in which NPR-1 responds to FLP-21 and an additional unrelated neuropeptide FLP-18. McGrath and colleagues found that the variant of *npr-1* found in the Bristol strain was selected sometime during laboratory propagation of the Bristol strain before long-term storage in 1969 [7]. All known wild nematode species, including all *bone fide* wild *C. elegans* strains, have the Hawaii version of NPR-1 that responds to FLP-21 [15], [21]. The abnormal response to the unrelated neuropeptide found only in the Bristol strain creates a hyperactive neural circuit through the RMG interneuron [22]. This abnormal circuit alters a wide variety of behaviors, including aggregation, aerotaxis, ethanol tolerance, hermaphrodite leaving, responses to nematode pheromones, sleep-like states, and avoidance of carbon dioxide, heat, and pathogen [5], [7], [9], [21]–[28]. We show that the physiological consequences of *npr-1* variation are mediated by alteration of aerotaxis behavior. In this behavior, Bristol animals no longer seek lower oxygen levels when consuming bacterial food [24]. By contrast, normal wild-type *C. elegans* strains (like Hawaii) aggregate in the low oxygen regions at the edge of the bacterial lawn. This differential exposure to food during growth and development ultimately leads to differences in adult body size, fecundity, and physiology of *C. elegans*. These results illustrate the wide-ranging consequences of some laboratory-derived alleles and expand our understanding of the molecular basis and mechanism of pleiotropy.

## Results

### The Bristol and Hawaii strains differ in lifetime fecundity, adult body size, and response to pathogens

The N2 strain from Bristol, England and the CB4856 strain from Hawaii, U.S.A. differ significantly in many traits [16]. We phenotyped these two strains for lifetime fecundity and adult body size. The Bristol strain had more offspring and grew larger than the Hawaii strain when grown in standard laboratory conditions (Figures 1A and B). Additionally, we found that the growth difference between the Bristol and Hawaii strains is present from the first larval stage through adulthood (Figure S1). We previously identified a difference in susceptibilities to the opportunistic human pathogen *Pseudomonas aeruginosa* between the Bristol and Hawaii strains [8]. We extended this study to measure susceptibility to another human pathogen, the gram positive bacterium *Staphylococcus aureus*. Notably, the Bristol strain survived longer than the Hawaii strain when exposed to *S. aureus*, much like we had observed with *P. aeruginosa* (Figures 1C and S2). These phenotypic differences between the Bristol and Hawaii parents gave us the opportunity to identify the genetic variants that alter lifetime fecundity, adult body size, and resistance to *S. aureus*.

**Figure 1:**
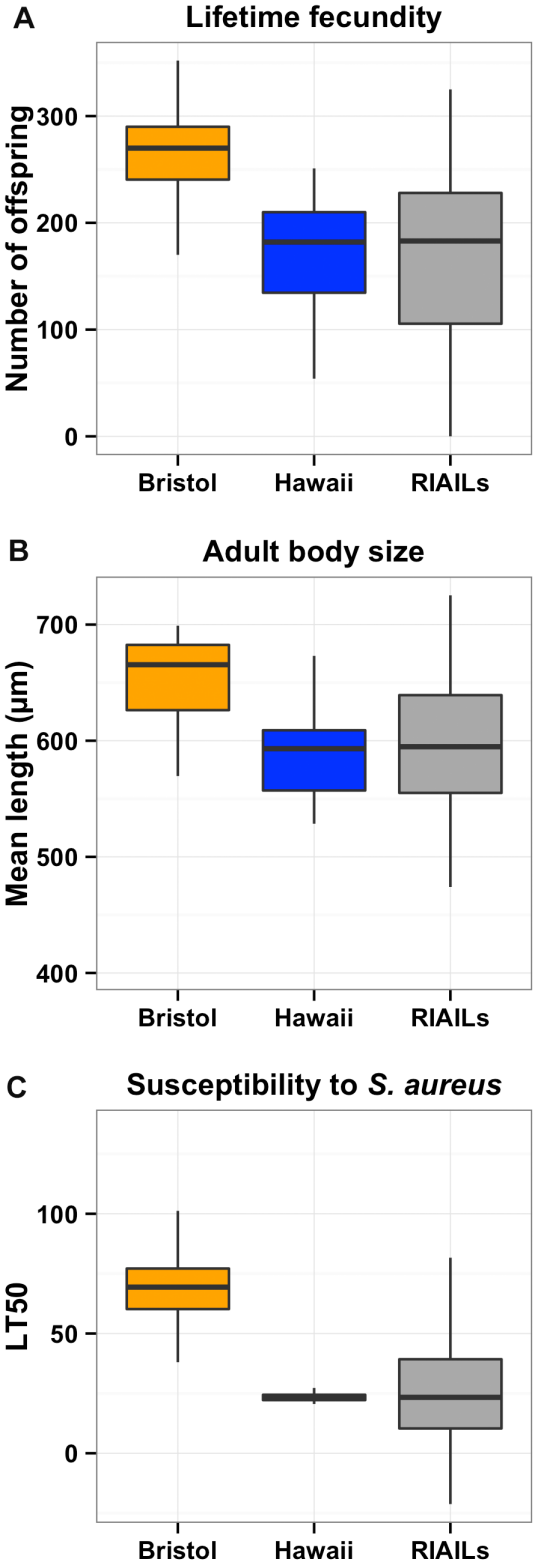
Phenotypic distributions of three quantitative traits for the Bristol and Hawaii parents along with the RIAILs. Box plots show the phenotypic distributions of the two parents (Bristol in orange and Hawaii in blue) and the recombinant inbred lines (RIAILs, dark gray) for lifetime fecundity (**A**), the length of adult animals (**B**), and the LT50 distribution after exposure to *S. aureus* (**C**). For each comparison between Bristol and Hawaii, the phenotypes are significantly different by Tukey's HSD with each *p*-value less than 2E-16.

### Linkage mapping defines a single QTL controlling diverse phenotypic traits

To identify these genetic variants, we scored a collection of advanced intercross recombinant inbred lines (RIAILs) that are mixtures of the Bristol and Hawaii genomes [15]. For all three traits, the phenotypic distributions of the RIAILs were closer to the mean parent phenotype of the Hawaii strain (Figure 1). Broad-sense heritability was 52% for adult fecundity, 57% for adult body size, and 72% for *S. aureus* sensitivity (see Methods). Next, we used linkage analysis to identify quantitative trait loci (QTL) that underlie the observed phenotypic differences. One or two significant QTL were detected for each trait (Figure 2). Remarkably, each of the three traits was influenced by a QTL in a shared region on chromosome X (QTL_X_). The confidence intervals for the location of these QTL_X_ overlapped substantially (Table 1). Lifetime fecundity and adult body size also mapped to other QTL, respectively on chromosomes II and V. No other significant QTL were detected (see Methods). Statistical power calculations using 150 RIAILs show that 80% of QTL that account for 20% of phenotypic variance should have been detected. The detected QTL explained 18% to 33% of broad-sense heritability (adult fecundity: QTL_X_ = 28%, QTL_II_ = 18%; adult body size QTL_X_ = 23%, QTL_V_ = 23%; *S. aureus* sensitivity: QTL_X_ = 33%). Therefore, the detected QTL likely represent most, if not all, of the large-effect QTL controlling these quantitative traits.

**Figure 2:**
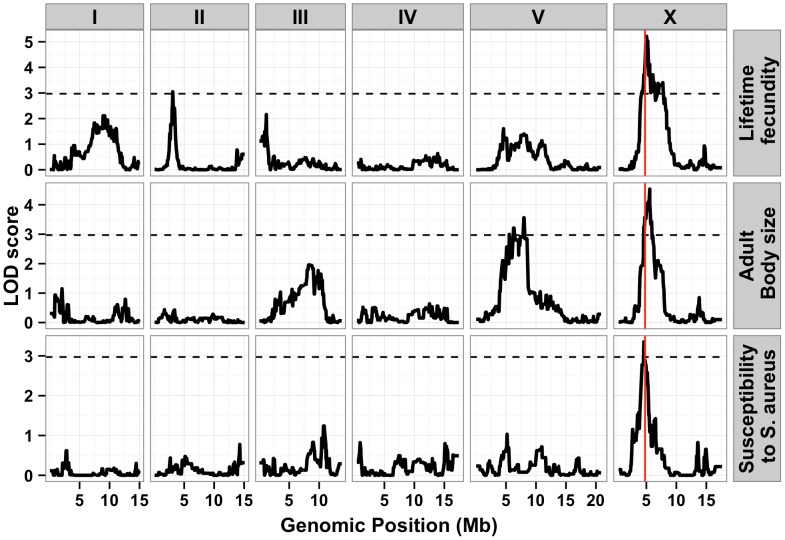
Linkage mapping results for lifetime fecundity, adult body size, and susceptibility to *S. aureus.* Linkage mapping results of the three traits are shown with genomic position (Mb) on the x-axis and LOD score on the y-axis. Each chromosome is in its own box labeled on top of the box. From top to bottom, the traits mapped are the lifetime fecundity, the mean length of adult animals, and the LT50 after exposure to *S. aureus*. The number of recombinant inbred lines (RIAILs) phenotyped are shown on the left of each plot. The dotted lines are the significance thresholds (genome-wide false positive rate of 0.05). The vertical red line is the position of the gene *npr-1*.

**Table 1:** Attributes for all significant quantitative trait loci are described.

Trait	Broad-sense heritability (SE)	QTL	Chromosome	Variance explained	Confidence interval	
					Left marker	Right marker
Lifetime fecundity	52%±12%	1	X	28%	4571085	7743234
Lifetime fecundity	52%±12%	2	II	18%	2601221	3576981
Adult body size	57%±23%	1	X	23%	4571085	5877800
Adult body size	57%±23%	2	V	23%	4296831	8498661
Susceptibility to *S. aureus*	71%±11%	1	X	33%	4753766	5414458

### *npr-1* is the causal gene underlying differences in the three traits

The overlapping confidence intervals of the QTL on the X chromosome contain the gene *npr-1*. Given that variation in *npr-1* is known to cause phenotypic differences in multiple other traits [5], [7], [9], [21]–[28], we sought to determine whether variation in *npr-1* also caused differences in the three traits described here. To narrow each QTL on the X chromosome, we took advantage of two nearly isogenic lines (NILs or congenics) in which the genome is derived from one strain background, except for a small region of the X chromosome that is derived from the other strain. The *qgIR1* NIL is Bristol throughout its genome and Hawaii for a portion of the QTL_X_ confidence interval. The *kyIR9* NIL is Hawaii throughout its genome and Bristol for a portion of the QTL_X_ confidence interval. We did two comparisons that test the *npr-1* interval for causality in each of the three traits: we compared the Bristol parent to *qgIR1* and the Hawaii parent to *kyIR9* (Figure 3).

**Figure 3:**
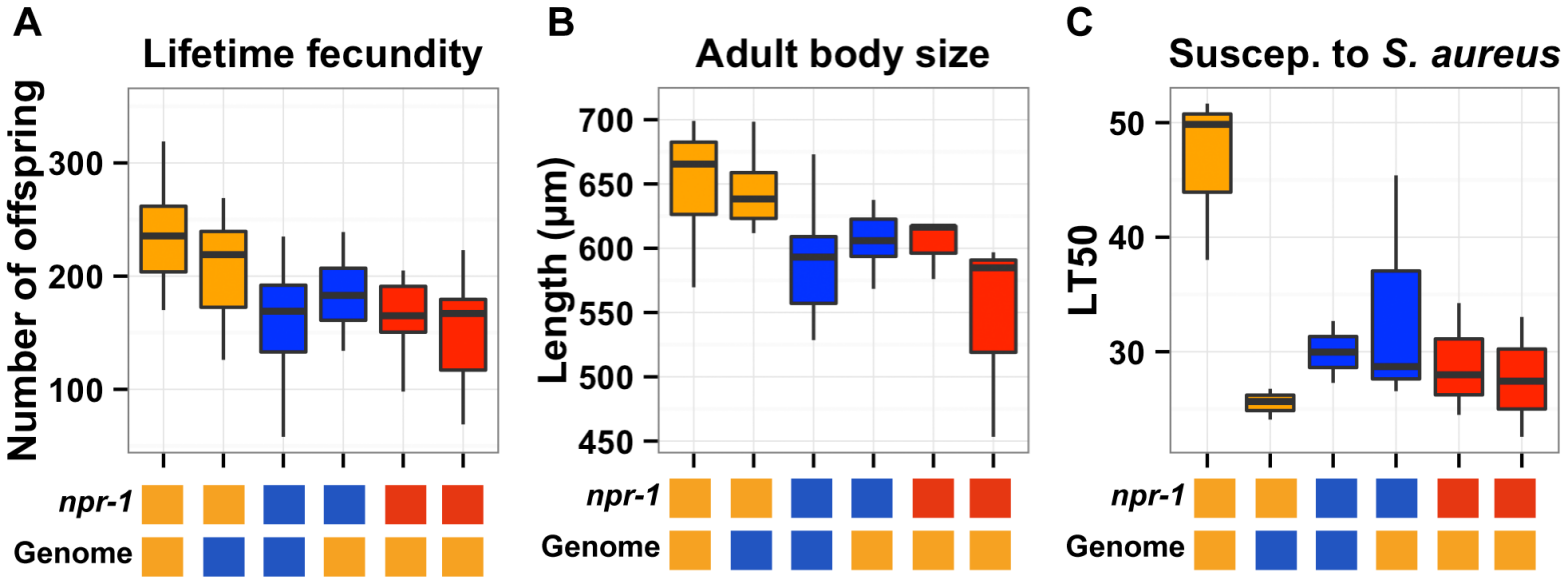
Phenotypic distributions of three quantitative traits for the parents, nearly isogenic lines, and *npr-1* mutants. Box plots show the summary phenotype data of the two parents (Bristol in orange and Hawaii in blue), the two nearly isogenic lines (*kyIR9* in orange and *qgIR1* in blue), and the two independent *npr-1 loss-of-function alleles (npr-1(ad609) and npr-1(ky13) in red). From left to right, the lifetime fecundity (**A**), the mean length of adult animals (**B**), and the LT50 distribution after exposure to S. aureus (**C**). Below each plot are two boxes. The top box denotes the npr-1 genotype: laboratory-derived NPR-1V from Bristol in orange, ancestral wild-type NPR-1F from Hawaii in blue, or loss-of-function allele from Bristol in red. The bottom box denotes the genome-wide genotype: Bristol in orange and Hawaii in blue. Statistical significance was tested using Tukey's HSD. For (**A**), the qgIR1 strain has significantly fewer offspring than the Bristol strain (p = 0.003) does, and the kyIR9 strain has significantly more offspring than the Hawaii strain (p = 0.0059) does. The Hawaii strain, qgIR1, and the two npr-1 loss-of-function alleles do not have significantly different numbers of offspring. The same is true for the Bristol strain and kyIR9. For (**B**), the qgIR1 strain is significantly smaller than the Bristol strain (p = 0.00148), and the kyIR9 strain is significantly larger than the Hawaii strain (p = 6E-5). The Hawaii strain, qgIR1, and the two npr-1 loss-of-function alleles do not have significantly different lengths. The same is true for the Bristol strain and kyIR9 introgression strain.*

For lifetime fecundity, the Bristol parent had a mean brood size of 236 offspring compared to 177 offspring in the *qgIR1* NIL that contains the Hawaii version of *npr-1*. This comparison shows that the Hawaii version of the introgressed region causes a 25% decrease in fecundity. The Hawaii parent had a mean brood size of 160 offspring, compared to 206 offspring in the *kyIR9* NIL that contains the Bristol version of *npr-1*. This comparison shows that the Bristol version of the introgressed region causes a 29% increase in fecundity. Both of these comparisons were significant using Tukey's HSD test, with *p* = 0.0003 and *p* = 0.0059, respectively. The RIAILs with the Bristol allele at the most significantly linked marker had a mean brood size of 195 offspring, compared to 146 offspring for the RIAILs with the Hawaii allele, indicating that in the linkage mapping experiment the Hawaii allele caused a 25% decrease in fecundity. Thus, the fecundity differences between the NILs closely matched the phenotypic effect observed in the RIAILs.

For adult body size, the Bristol parent had a mean body length of 654 µm, compared to 604 µm in the *qgIR1* NIL. This comparison shows that the Hawaii version of the introgressed region causes an 8% decrease in adult body size. The Hawaii parent had a mean body length of 587 µm, compared to 646 µm in the *kyIR9* NIL. This comparison shows that the Bristol version of the introgressed region causes a 10% increase in adult body length. Both of these comparisons were significant using Tukey's HSD test, with *p* = 0.00148 and *p* = 6E-5, respectively. The RIAILs with the Bristol allele at the most significantly linked marker had a mean body length of 619 µm, compared to 578 µm for the RIAILs with the Hawaii allele, indicating that in the linkage mapping experiment the Hawaii allele caused a 7% decrease in mean body length. Just as with lifetime fecundity, the mean body length differences between the NILs closely matched the phenotypic effect observed in the RIAILs.

For susceptibility to *S. aureus*, the Bristol parent had a mean LT50 of 47 hours, compared to 34 hours in the *qgIR1* NIL. This comparison shows that the Hawaii version of the introgressed region causes a 28% reduction in survival after exposure to *S. aureus*. The Hawaii parent had a mean LT50 of 30 hours, compared to 26 hours in the *kyIR9* NIL. Unexpectedly, this comparison shows that the Bristol version of the introgressed region causes a 13% reduction in survival after exposure to *S. aureus*. We expected that the *kyIR9* NIL with the QTL region derived from the Bristol strain would be more resistant than the Hawaii strain. We believe that we observed this difference for two reasons: (1) the *kyIR9* NIL is slower and more uncoordinated than the *qgIR1* NIL (R. Ghosh and L. Kruglyak, unpublished results) and spends more time on the deadly pathogen lawn, and (2) Hawaii alleles at other loci may interact with Bristol alleles of genes in this NIL region to make the animals more susceptible to *S. aureus*. The RIAILs with the Bristol allele at the most significantly linked marker had a mean LT50 of 41 hours, compared to 18 hours for the RIAILs with the Hawaii allele, indicating that in the linkage mapping experiment the Hawaii allele caused a 56% decrease in the mean LT50. This effect was much larger than observed using the NILs, consistent with a putative genetic interaction between this locus and the Hawaii background.

The NIL results indicate that the smallest region covered by the two NILs likely contains the gene with a causal role in the three phenotypic differences. The *qgIR1* NIL has the smallest introgressed region, with seven genes from the Hawaii strain in an otherwise Bristol genetic background. Of these seven genes, only *npr-1* and *R08E3.3* have non-synonymous changes (comparison to WS210 sequence), and only *R08E3.3* has a local gene expression QTL [1]. We focused our analyses on these two genes. RNAi knockdown or deletion of *R08E3.3* does not affect fecundity, body size, and movement, nor cause any other obvious phenotypic effect [29], [30]. For this reason, we tested the role of *npr-1* in lifetime fecundity, adult body size, and susceptibility to *S. aureus*.

To determine whether variation in the gene *npr-1* causes these phenotypic differences, we used two independent loss-of-function alleles of *npr-1*, *ad609* and *ky13*, derived in the Bristol genetic background. These two putative null alleles remove the dominant novel activity of *npr-1* from the Bristol strain, and each strain behaves like the Hawaii strain by aggregating in regions of low oxygen at the edge of bacterial lawn [21]. For each of the three traits, the *npr-1* loss-of-function alleles had similar phenotypes to the Hawaii parent, with effect sizes nearly matching those observed in the NILs (Figure 3). Therefore, variation in *npr-1* is the cause of these large phenotypic differences observed between the Bristol and Hawaii strains.

### *npr-1*-mediated aggregation causes drastic effects on the growth and physiology of *C. elegans*

The laboratory-derived allele of *npr-1* present in Bristol causes animals to disperse across the *E. coli* bacterial lawn, whereas wild *C. elegans* strains aggregate at the edges of the bacterial lawn. This aggregation behavior is caused by a preference for low oxygen found in natural strains of *C. elegans*, and the edge of the bacterial lawn has a low oxygen concentration of approximately 10% [24]. By contrast, the rest of the agar plate and bacterial lawn have an oxygen concentration of approximately 21% oxygen. When the Hawaii strain is reared at 10% oxygen, it behaves like the Bristol strain and spreads out across the bacterial lawn because there is no longer a difference in oxygen concentration across the plate environment [8]. Previously, we showed that this oxygen preference behavior mediates differences in survival after exposure to *P. aeruginosa* [8]. We hypothesized that this “isolation” behavior also mediates the trait differences observed in this study.

In order to determine whether the oxygen preference behavior also controlled lifetime fecundity, adult body size, and susceptibility to *S. aureus*, we needed to reliably assay these traits at both 21% and 10% oxygen concentrations. The oxygen chamber had different humidity and temperature conditions than the standard *S. aureus* assay conditions, which altered the experimental results. Thus, we did not assay susceptibility to *S. aureus* at low oxygen concentration. For lifetime fecundity and adult body size assays, we raised the Bristol and Hawaii parent strains along with the *npr-1* loss-of-function strain *npr-1(ad609)* in either ambient (21%) or low (10%) oxygen while consuming *E. coli* bacteria (see Methods). The reductions in lifetime fecundity observed in the Hawaii and *npr-1(ad609)* strains as compared to the Bristol strain were completely abrogated by rearing the animals at 10% oxygen (Figure 4A). Shifting the oxygen concentration was sufficient to increase the Hawaii brood size by 20% and the *npr-1(ad609)* brood size by 32%. The effect of *npr-1* on this trait was thus eliminated by lowering the oxygen concentration and making animals disperse across the bacterial lawn. For adult body size, animals reared at 10% oxygen were significantly longer, and the reductions in mean body length observed in the Hawaii and *npr-1(ad609)* strains as compared to the Bristol strain were completely eliminated (Figure 4B). The Hawaii and *npr-1(ad609)* strains increase mean body length 18% and 19%, respectively, when compared to growth at 21% oxygen. To further test whether these differences in fecundity and body size are mediated by oxygen concentration differences, we tested whether loss of the oxygen-sensing gene *gcy-35*, which can suppress the aggregation behavior of *npr-1(ad609)* mutants [31], [32], can suppress the fecundity and body size defects as well. We observed that *gcy-35(ok769); npr-1(ad609)* double mutants had significantly more offspring (*p* = 0.005) and grew significantly larger (*p* = 0.0001) than *npr-1(ad609)* single mutants (Figures 4C and D).

**Figure 4:**
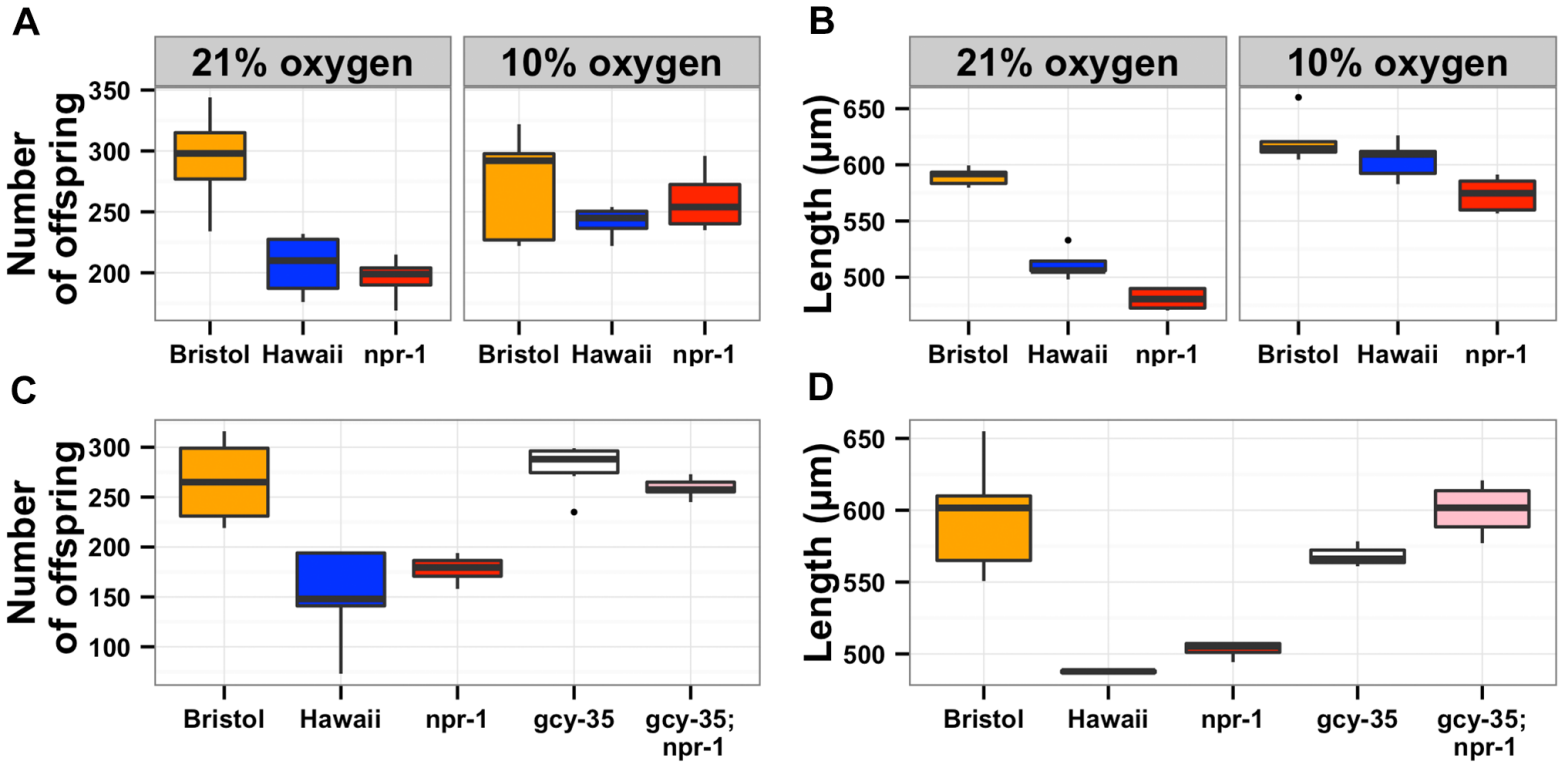
The effects of aerotaxis behaviors on lifetime fecundity and adult body size. The oxygen avoidance behavior mediated by *npr-1* is necessary for alterations in lifetime fecundity (**A**) and adult body size (**B**). The box plots show summary data from assays performed at 21% ambient oxygen (left) versus 10% oxygen (right). At 10% oxygen, the Hawaii strain no longer clumps and borders instead spreading out across the entire surface of the agar plate while consuming bacterial food. At this lower oxygen level, the Hawaii strain and a *npr-1* loss-of-function allele do not have statistically different lifetime fecundities (*p* = 0.37 and *p* = 0.07) from the Bristol strain. Adult body size is not significantly different between Bristol and Hawaii (*p* = 0.31) but is different between Bristol and *npr-1(ad609)* (*p* = 0.003). However, the large increase in adult body size by oxygen concentration suggests that clumping largely influences this trait. A mutation that causes failure to sense oxygen, *gcy-35(ok769)*, suppresses the lifetime fecundity (**C**) and adult body size (**D**) defects of *npr-1(ad609)*. The double mutant *gcy-35(ok769); npr-1(ad609)* has significantly more offspring than the *npr-1(ad609)* single mutant (*p* = 0.005) and grows significantly larger than the *npr-1(ad609)* single mutant (*p* = 0.0001). All statistical significance was assessed by Tukey's HSD test.

The results of the oxygen experiments described above suggest that aggregation causes significant reductions in growth and offspring production. Aggregation is dependent on the density of animals grown on agar plate cultures [21], [22]. At low culture density of 125 animals per 10 cm agar plate, the Hawaii strain does not aggregate. By contrast, at high culture density of 400 animals per 10 cm agar plate, that strain readily aggregates at the edge of the bacterial lawn. To test whether differences in lifetime fecundity and adult body size between the Bristol and Hawaii strains depend on aggregation, we cultured animals at low (125), normal (1500), and high (4000) density (Figure 5). At low density, the Hawaii strain has more offspring and grows 7% larger than when reared at normal density. At high density, the Hawaii strain has approximately the same number of offspring and grows only 3% smaller than when grown at normal density. These results suggest that strains consuming standard *E. coli* bacterial food in large aggregates grow smaller and are less fecund than strains that do not grow in such aggregates.

**Figure 5:**
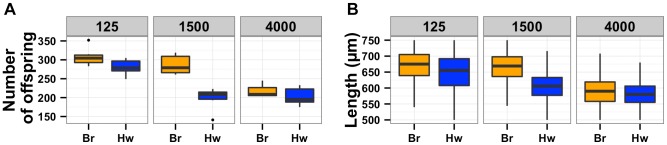
Population density directly impacts lifetime fecundity and adult body size. Box plots for Bristol (orange) and Hawaii (blue) strains are shown for low, normal, and high densities of 125, 1500, or 4000 animals per 10 cm agar plate, respectively. (**A**) Decreased culture density caused a significant increase in fecundity (*p* = 1.3E-4) of the Hawaii strain from 198 to 280 offspring. By contrast, increased culture density did not cause a significant difference (*p* = 0.95) in fecundity of the Hawaii strain. (**B**) Decreased culture density (125 vs. 1500 animals) caused a significant increase in adult body size (*p* = 2E-16) of the Hawaii strain from 606 µm to 649 µm. By contrast, increased culture density (4000 vs. 1500 animals) caused a significant decrease (*p* = 2E-16) in adult body size of the Hawaii strain from 606 µm to 583 µm.

### Aggregation likely causes chronic underfeeding, which affects expression of signaling pathways and animal growth

One promising approach to connect DNA sequence variation to phenotypic variation is analysis of gene expression QTL (eQTL) [33]. Expression traits can implicate a known pathway in the physiological process that is altered by the variant and provide insight into how the variant causes phenotypic differences. Previously, we mapped thousands of eQTL between the Bristol and Hawaii strains [1]. A reanalysis of these data (see Methods) detected significant eQTL (false discovery rate = 5%) for 247 gene expression traits with confidence intervals that overlapped *npr-1* (Figure 6A and Table S1). 

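Expression was measured on Agilent arrays with 42964 spots for 20401 probes. Each array was hybridized with Cy5-labelled whole-worm RNA from 1 strain and with a Cy3-labelled common reference, a mixture of RNA from N2 (the Bristol parent) and CB4856 (the Hawaii parent). The 15 arrays comprised 2 each of N2, CB4856 and *npr-1(ad609)* and 3 each of *qgIR1*, *kyIR9* and *npr-1(ky13)*. The *kyIR9* NIL carries the Bristol *npr-1* region in the Hawaii background, and *ky13* is the other loss-of-function allele in the Bristol background. The dyes were never exchanged. The arrays lay on 4 slides with no strain present more than once per slide, and the replicate numbers did not pair arrays of different strains. Of all spots, between 78.6% and 84.8% per array (median 82.0%) had a Cy5 signal well above background. The median raw Cy5 signal was 178 to 188.5 scanner units in N2, 181 to 216 in *kyIR9*, 214.75 to 241 in CB4856, 253.5 to 301.75 in *npr-1(ad609)*, 254.75 to 295 in *npr-1(ky13)* and 262 to 281.75 in *qgIR1*. N2 and *kyIR9*, the strains with the intact Bristol version of *npr-1*, had the lowest signals, and only *kyIR9* and CB4856 overlapped. Signal level thus largely followed the *npr-1* version, and its part in the differences below was not tested on its own. Pearson's r of the log2 ratios was 0.897 to 0.973 for the 12 pairs of arrays of the same strain and 0.302 to 0.943 for the 93 pairs of different strains. According to the Methods, the authors removed non-uniform outliers and probes well below background, corrected the median signals for background, normalized with the loess method within arrays and the Gquantile method between arrays, and averaged duplicate probes. These steps were repeated here from the scanner output with limma. The authors also removed probes with SNPs between the Bristol and Hawaii strains. That removal was not repeated, so counts across backgrounds, such as CB4856 against N2, may include such probes. The paper's text does not name its background correction, and the normexp model with an offset of 50 was used. It was fitted without outlier spots and without spots whose local background was non-uniform in either channel. The 234 to 658 outlier spots per array were also left out of the ratios. The authors' own normalized log2 ratios were closer to those from plain background subtraction. Per array, their Pearson's r was 0.982 to 0.993 with plain subtraction and 0.926 to 0.960 with the normexp values. Values are log2 ratios of strain over reference. The 18108 probes whose Cy5 signal was well above background on at least 2 arrays were analysed, and the number of arrays limits the precision of every value. A probe is called changed where limma's adjusted p (Benjamini-Hochberg) is under 0.05.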

To determine whether differences in the function of *npr-1* cause these gene expression differences, we profiled gene expression in the Bristol parent strain, the *qgIR1* NIL (with the Hawaii version of *npr-1* in a Bristol genetic background), and the predicted *npr-1* loss-of-function allele *ad609*. 

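Between *qgIR1* and N2, limma called 1618 of 18101 probes changed, 1342 of them higher in *qgIR1* and 276 lower. Between *npr-1(ad609)* and N2, 1244 of 18092 probes were called changed, 827 higher in the mutant and 417 lower. The median size of these changes was 0.41 and 0.53 on the log2 scale. Centring each array on its median in place of loess raised the first count to 5144 probes and lowered the share of higher probes from 82.9% to 46.5%. For *npr-1(ad609)* minus N2 it lowered that share from 66.5% to 43.2%. With the normexp model fitted to all spots, a setting chosen after seeing the data, the first count was 227. Without *qgIR1* replicate 3, the first count was 332. In both comparisons 443 probes were called, 439 of them in the same direction. Across all probes, which are not independent replicates, the differences had a Pearson's r of 0.607. Because both differences are taken from the same 2 N2 arrays, they are correlated even where nothing changed. In 1000 simulations without any changed probe, the shared arrays alone gave a median r of 0.585 and a 95th percentile of 0.844. A total of 274 probes were called in the same direction in *qgIR1*, *npr-1(ad609)* and *npr-1(ky13)* against N2, 220 of them higher. In 50 such simulations this number had a median of 0 and a highest value of 424. The probe for *npr-1* itself (C39E6.6, chromosome X from 4767249 to 4767353 in the array annotation, which names no build) differed from N2 by -0.02 in *qgIR1* (standard error 0.06, adjusted p = 0.917) and by -0.21 in *npr-1(ad609)* (adjusted p = 0.139).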

The gene expression differences between the Bristol strain and the NIL or the Bristol strain and the predicted null allele should largely depend on *npr-1*. 

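The effect of *npr-1* status, Hawaii-like minus Bristol-like, was estimated with limma over the 7 arrays of N2, *qgIR1* and *npr-1(ad609)*, and also over all 15 arrays with strain background as a covariate. Over 3 strains, 128 of 18102 probes were called changed, 106 higher and 22 lower with Hawaii-like status. The fit over 6 strains called 832 of 18105 probes, 640 higher and 192 lower. At an unadjusted p under 0.05 the counts were 2956 and 4191. The median standard error of an effect was 0.07 over 3 strains and 0.05 over 6 strains. Both fits take arrays, not strains, as replicates, so their adjusted p values do not cover chance differences between strains. Of 8 groupings by whole strain within backgrounds, 2 gave as many changed probes over 6 strains, the real one and that of *qgIR1* and CB4856 (1896). Over 3 strains, 3 of 3 did. Of the 128 probes, 57 were also called over 6 strains, all in the same direction, and 96 were called between *npr-1(ky13)* and N2, which also uses the N2 arrays. Between CB4856 and *kyIR9*, which share no array with the 3-strain fit, 64 of the 128 probes had the same sign. Of the 128, 28 were called there, 15 in the same direction and the others in the opposite one. The counts depended on single arrays: without N2 replicate 2, 6 probes were called over 3 strains and 112 over 6 strains. With median centring the counts were 2896 and 3427, and the share of higher probes was 35.2% against 82.8% over 3 strains and 37.0% against 76.9% over 6 strains. With slide as a fixed block they were 12 and 3, the latter being amt-4, pcp-4 and F28F8.7, which are named after their values were seen.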

We estimated the *npr-1* effects by fitting a linear model to the gene expression traits of these three strains (see Methods). Then, we compared the effect of the altered *npr-1* function to the effect observed in the RIAILs (Figure 6B). We observed high correlations between the gene expression effects from altered *npr-1* function (observed in the NIL or the loss-of-function allele) and the RIAIL effects for transcripts linked to the *npr-1* locus. 

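Across the 247 probes of Table S1, Spearman's rho with the eQTL difference was 0.526 for *qgIR1* minus N2, 0.647 for *npr-1(ad609)* minus N2, 0.727 for *npr-1(ky13)* minus N2 and 0.656 for CB4856 minus *kyIR9*. The standard errors from leaving out arrays in turn (jackknife) were 0.0441, 0.0440, 0.0266 and 0.212. The difference had the sign of the eQTL difference for 178, 201, 209 and 186 of the probes, respectively. Without CB4856 replicate 2, the rho of CB4856 minus *kyIR9* was 0.426. Part of each rho reflects the contrast between probes with positive and negative eQTL differences: for *qgIR1* minus N2 it was 0.328 among the 136 probes with a positive difference and 0.112 among the 111 with a negative difference. The differences of *qgIR1* and *npr-1(ad609)* from N2 had a Pearson's r of 0.697 with each other across these probes, and simulations without changes gave a median of 0.594 through the shared N2 arrays. Probes are not independent replicates, so no p is attached to these correlations.

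The Table S1 probes called over 3 strains with the largest changes in each direction included nspc-18 (D1025.7, chromosome X), whose log2 ratio was -1.47 ± 0.35 (SD, n = 2) in N2, -0.24 ± 0.06 (SD, n = 3) in *qgIR1* and -0.33 ± 0.00 (SD, n = 2) in *npr-1(ad609)*. Its effect was 1.20 over 3 strains (standard error 0.12, adjusted p = 0.0129), and 0.95 to 1.44 with each array left out in turn. For lys-7 (C02A12.4.1, chromosome V), the log2 ratio was -2.42 ± 0.23 (SD, n = 2) in N2 and -1.05 ± 0.37 (SD, n = 3) in *qgIR1*, and the effect was 1.50 (adjusted p = 0.0420). The effect of scl-2 (F49E11.10, chromosome IV) was 1.68 over 3 strains (adjusted p = 0.0157) and 0.86 over 6 strains (adjusted p = 0.0774). Lower with Hawaii-like status was acbp-6 (Y17G7B.1, chromosome II), with -0.92 over 3 strains (adjusted p = 0.0274). The FMRFamide-like genes flp-8 (F31F6.4b) and flp-5 (C03G5.7), both on chromosome X, had effects of 0.99 (adjusted p = 0.0199) and 0.57 (adjusted p = 0.0158). All 6 of these calls over 3 strains were lost without *qgIR1* replicate 2 and with the replicate block. Apart from nspc-18, each was also lost when either N2 array was left out, and apart from scl-2, each was lost with slide as a fixed block.

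**Figure D1:**
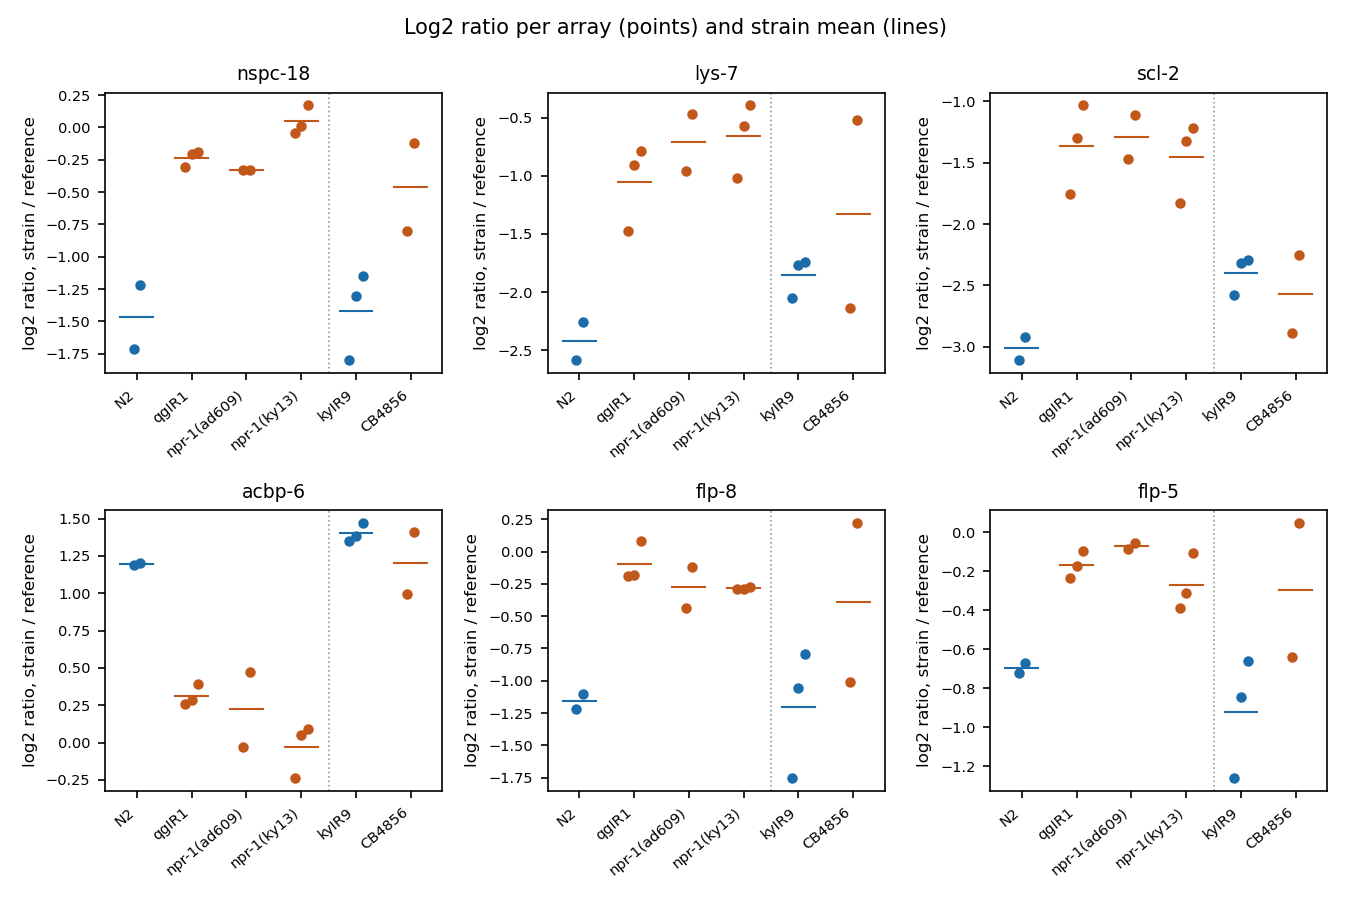
Log2 ratio of strain over reference (y axis) for 6 genes of Table S1 in each of 6 strains (x axis), with arrays as points and strain means as lines. Blue marks Bristol-like and orange Hawaii-like *npr-1* status, and the dotted line separates the strains in the Bristol background from those in the Hawaii background. For nspc-18 the N2 mean is -1.47 and the *qgIR1* mean -0.24.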

The regression slope was 1.82 (rho = 0.83), indicating a strong positive relationship. Thus, polymorphism in *npr-1* is the major contributor to the gene expression differences observed for these 247 genes. These genes are significantly enriched for several gene ontology (GO) classes: neuropeptide and insulin signaling, transferring hexosyl groups (central carbon metabolism), and metabolic process (Table S1), suggesting that growth rate is one of the major physiological effects of altered *npr-1* function and aggregation behaviors.

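Regressed on the eQTL differences, the effect of *npr-1* status had a slope of 1.25 (standard error 0.113 across probes, jackknife standard error over arrays 0.214) and a rho of 0.628 (jackknife standard error 0.0671) over N2, *qgIR1* and *npr-1(ad609)*. Over 6 strains with background as a covariate, the slope was 1.32 (standard error 0.0843, jackknife standard error 0.309) and the rho 0.780 (jackknife standard error 0.0633). Plain subtraction of the background in place of the normexp model gave slopes of 1.76 over 3 strains and 1.84 over 6 strains. The scanner software's own log ratios gave 1.84 and 1.95. Among probes with a negative eQTL difference alone, the rho was 0.218 over 3 strains and 0.364 over 6 strains. With slide as a fixed block the rho over 6 strains was 0.760.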

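Over 3 strains, 196 of the 247 probes had an effect of *npr-1* status with the sign of the eQTL difference, and over 6 strains 219 had it. The median effect over 6 strains was 0.26 among probes with a positive eQTL difference and -0.05 among those with a negative one, and over 3 strains it was 0.23 and -0.07. limma called 16 of these probes changed over 3 strains when p was adjusted over all probes tested, and 50 when it was adjusted over the list alone. Over 6 strains the numbers were 53 and 86. Each probe so called had the sign of its eQTL difference, and 15 were called in both fits. The list was drawn from the RIAILs, not from these arrays. Without N2 replicate 2 the number called over 6 strains was 13, and without *qgIR1* replicate 2 none was called over 3 strains. With slide as a fixed block none was called over 6 strains, where 2838 of all probes had an unadjusted p under 0.05. The paper takes the differences of the NIL and of the mutant from the Bristol strain to depend largely on *npr-1*, describes a strong positive relationship of their effects with the RIAIL effects (Figure 6B), and from it concludes that polymorphism in *npr-1* is the major contributor to the differences of these genes.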

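Table S1 lists 24 genes named flp or nlp, which encode neuropeptides, with 26 probes, and 2 insulin-like genes named ins. Over 6 strains all 26 neuropeptide probes were higher with Hawaii-like *npr-1* status, by 0.01 to 0.89, and 14 were called changed. With median centring nlp-35, nlp-45, nlp-64 and nlp-88 were lower, and with slide as a fixed block nlp-35 and nlp-64 were lower and neither ins-7 nor any of the 26 was called. Over 3 strains, 20 of the 26 were higher and 3 were called, the 2 flp-8 probes and flp-5. Those called over 6 strains included nlp-43 (0.56, adjusted p = 0.00723) and flp-27 (0.41, adjusted p = 0.0169). For flp-21, which encodes a ligand of NPR-1, the effect was 0.25 (adjusted p = 0.0471), a call lost under several alternatives, plain background subtraction among them, and for flp-18 it was 0.36 (adjusted p = 0.117). Of the insulin-like genes, ins-7 changed by 0.60 (adjusted p = 0.0221) and ins-22 by 0.15 (adjusted p = 0.261). Among all probes tested, 87 of 98 flp and nlp probes were higher, with a median of 0.14 (camera adjusted p = 4.8e-14, fry adjusted p = 0.00526), and with median centring 73 were. All ins probes together showed no shift past the threshold (22 probes, camera adjusted p = 0.244), and their median of 0.04 became -0.01 with median centring. Of 12 gene sets fixed beforehand, 6 passed under camera with its preset correlation, 5 of these also under fry and none with an estimated correlation. Over 3 strains 6 passed under camera, and of these the neuropeptide set (fry adjusted p = 0.0333) and the Table S1 probes with a positive eQTL difference also passed under fry. The GO classes themselves, including transfer of hexosyl groups, were not analysed here.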

**Figure 6:**
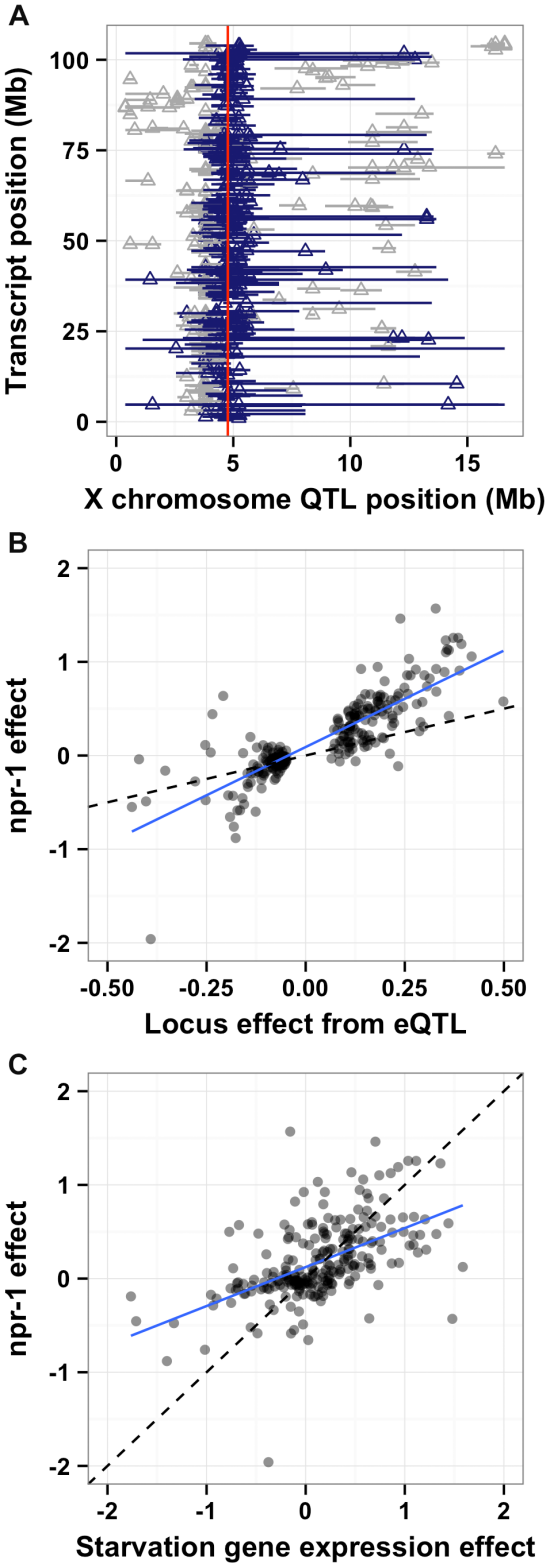
*npr-1* underlies many expression QTL and could cause chronic low-level starvation. (A) The physical positions of gene expression QTL 95% confidence intervals on the X chromosome (Mb) on the x-axis are plotted against the physical genomic location of the transcript (Mb) on the y-axis. Triangles indicate the position of the maximum LOD score for that QTL. Blue horizontal bars denote confidence intervals that overlap with the physical position of *npr-1* (shown as a red vertical line). Gray horizontal bars denote confidence intervals that do not overlap with the physical position of *npr-1*. (**B**) Scatterplot of the locus effect from the eQTL mapping versus the effect of *npr-1* for the 247 genes with eQTL confidence intervals overlapping *npr-1*. Each point represents a transcript. The blue line is the best fit by linear regression. The dotted black line indicates y = x. The slope of the regression line is 1.82 (95% CI 1.72–1.91) with a correlation of 0.83 (59% variance explained). (**C**) Scatterplot of the effect of starvation versus the effect of *npr-1* for the 247 genes with eQTL confidence intervals overlapping *npr-1*. Symbols and lines as in (B). The slope of the regression line is 0.76 (95% CI 0.68–0.84) with a correlation of 0.61 (28% variance explained).

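For the regression in Fig. 6B, the recomputed effects over 3 strains gave a 95% interval of the slope of 1.02 to 1.47 across probes, and the eQTL differences accounted for 33.3% of the variance. Over 6 strains the interval was 1.16 to 1.49 and the share 50.2%. These intervals treat probes as independent. With each array left out in turn, the slope lay between 1.12 and 1.37 over 3 strains and between 1.16 and 1.54 over 6 strains. Restricted to probes with eQTL differences between -0.5 and 0.5, the slope over 3 strains was 1.46.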

Reduced food availability or starvation is sufficient to decrease growth rates and fecundity in a variety of organisms, including *C. elegans* [34]. We hypothesized that the Hawaii strain might be chronically underfed, because in large aggregates bacterial food is depleted locally. To test this hypothesis, we obtained data on gene expression differences observed between starved and well fed Bristol animals [35] for the 247 genes whose expression linked to *npr-1*. Then, we compared the effect of the altered *npr-1* function to the effect observed in the starvation experiments (Figure 6C). We observed positive correlations between the gene expression effects from altered *npr-1* function and the effects of starvation on the Bristol strain. The regression slope was 0.76 (rho = 0.61), indicating a strong positive relationship and suggesting that at least some of the gene expression differences observed between strains with the laboratory-version of *npr-1* and strains with the natural allele of *npr-1* could be explained by reduced food availability. Starvation is known to alter pharyngeal pumping rate [36], [37] with starved animals pumping more once bacterial food is encountered again. We observed that the Hawaii strain pumps significantly more (*p* = 2E-16) than than Bristol strain (Figure 7A). This difference suggests that the Hawaii strain is underfed. To test how much the Hawaii strain eats when aggregated, we fed both the Bristol and Hawaii strains an *E. coli* bacterial food source expressing GFP. Using the COPAS Biosort, we measured the amount of green fluorescence per unit length inside each animal in the culture. Even though the Hawaii strain pumps more, the strain consumes less food than the Bristol strain (Figure 7B), likely caused by increased competition for food inside aggregates.

**Figure 7:**
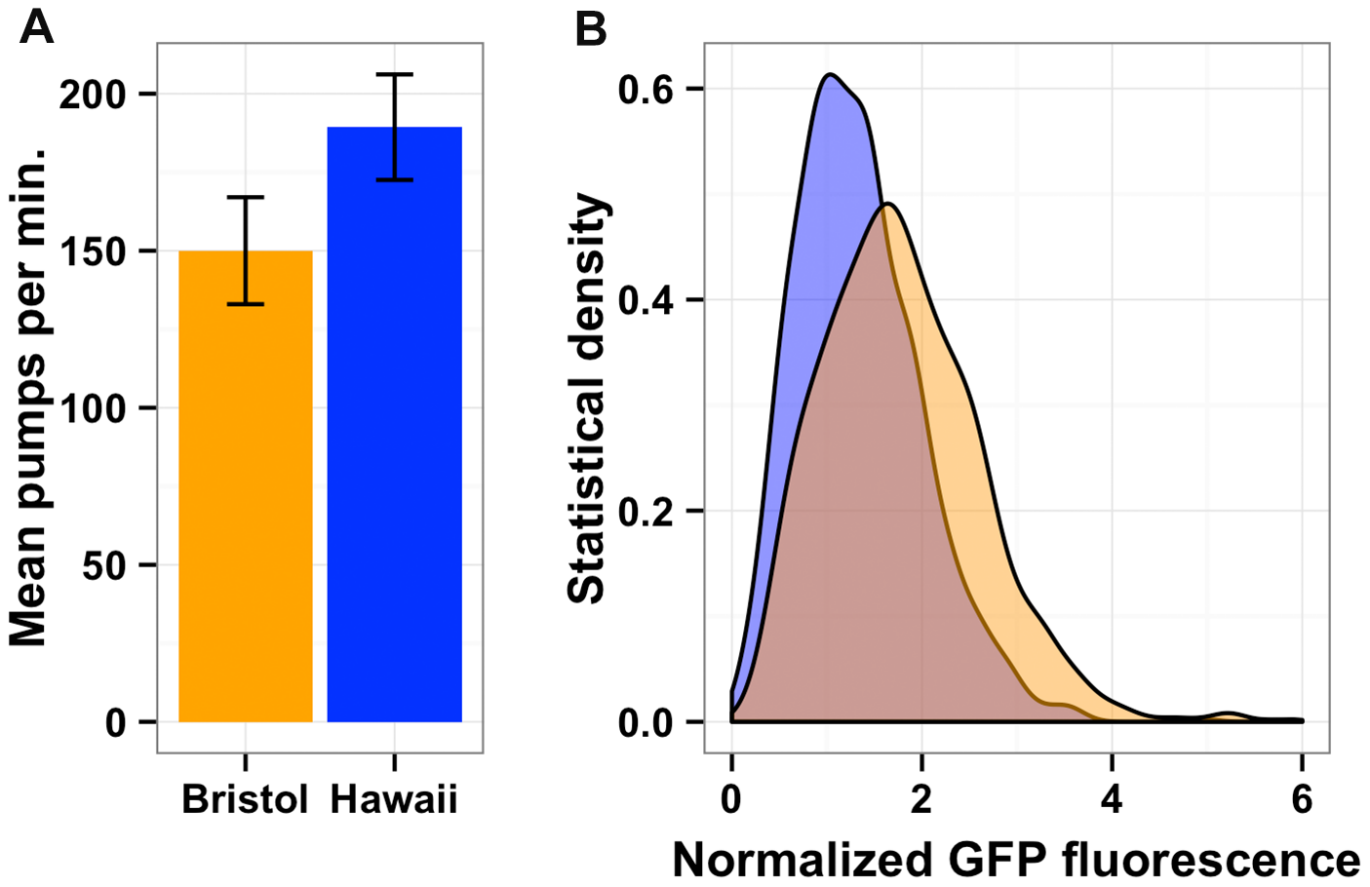
Bacterial food consumption differs between the Bristol and Hawaii strains. **(A)** Average pharynx pumps per minute for Bristol (orange) and Hawaii (blue) are shown and are significantly different by Tukey's HSD test (*p* = 2E-16). (**B**) Both the Bristol and Hawaii strain were fed *E. coli* bacteria expressing GFP (HB101-GFP) for two hours. The statistical density of green fluorescence normalized by length is shown for Hawaii (blue) and Bristol (orange).

## Discussion

We used linkage mapping to identify QTL that control differences in lifetime fecundity, adult body size, susceptibility to the human pathogen *S. aureus*, as well as expression of hundreds of genes between the Bristol laboratory strain (N2) and a Hawaii wild strain (CB4856). Taking advantage of reciprocal NILs and two loss-of-function alleles, we identified the neuropeptide receptor gene *npr-1* as the quantitative trait gene underlying a QTL shared by all of these traits. Additionally, we showed that these large phenotypic effects are caused by variation in aggregation and feeding behaviors found between the Bristol and Hawaii strains mediated by *npr-1*.

The laboratory-derived variant of NPR-1 found in the Bristol strain is abnormally sensitive to an additional neuropeptide [20], creating a constitutively activated neural circuit through the RMG interneuron [22]. This hyperactive circuit causes Bristol animals to avoid each other and the edges of the bacterial lawn when consuming food. By contrast, the Hawaii strain aggregates at the edge of the bacterial lawn. The increased density of animals in an aggregate at the edge of the bacterial lawn may cause animals to deplete food faster than if they were spread across the bacterial lawn. Such local food depletion can cause physiological responses to decreased food [34], [38], [39], which can decrease fecundity and growth rate. We showed that the Hawaii strain consumes less food even though the strain has high pharyngeal pumping activity than the Bristol strain. These results suggest that the natural strains of *C. elegans* including the Hawaii strain (CB4856) are chronically underfed when reared in standard laboratory conditions. In support of this hypothesis, we observed a significant correlation between gene expression changes during starvation and those observed in strains with the Hawaii version of *npr-1* on an abundant food source. Moreover, the genes that change expression as a result of *npr-1* variation are enriched for neuropeptide signaling and growth. It is likely that animals in large aggregates locally deplete bacterial food at a faster rate than solitary animals, enter a physiological state similar to weak starvation, and decrease offspring production and growth rates to adapt to the decreased availability of food. Once the animals encounter a larger supply of food, growth and offspring production resume. Alternatively, it is possible that animals in large aggregates have reduced growth and offspring production because they experience higher local pheromone levels, indicating more competition from peers. We must perturb the putative pheromone receptor that controls growth and offspring production to make this functional connect. Thus far, we can not differentiate these alternative hypotheses. Regardless, the laboratory variant of *npr-1* has large and diverse pleiotropic effects on the growth and physiology of the animal because it fundamentally alters behavior. These results illustrate how behavioral changes can translate to broad physiological effects, and provide a case study of the molecular and physiological mechanisms that underlie pleiotropy.

The highly pleiotropic laboratory allele of *npr-1* affects growth and physiology of the Bristol strain long used by most *C. elegans* research laboratories. Given these large effects, it is not difficult to hypothesize how this particular allele was selected in the laboratory. Compared to wild *C. elegans* strains, the dispersal behavior of the Bristol laboratory strain makes it easier to select solitary individuals for maintenance or genetic crosses [7]. Others found that this strain is well adapted in a continuous food environment found in a research setting [40]. Additionally, we found that the Bristol strain has an increase in lifetime fecundity and enhanced survival after exposure to pathogens when grown under laboratory conditions. Lab-derived alleles of large-effect have also been observed in the standard laboratory strains of other common model organisms. For instance, in *S. cerevisiae*, loss-of-function mutations in *AMN1* [17] and *FLO8* [18] reduce two aggregation phenotypes—clumping and flocculation—and make S288C and related strains much easier to use in a laboratory setting. Similarly, the commonly used *A. thaliana* accession, Landsberg erecta, has EMS-derived mutations in the gene *ERECTA* [41], which enables the plants to grow more robustly in laboratory incubators [19]. In both of these organisms, just like in *C. elegans*, mapping studies employing recombinant inbred line panels that include these laboratory strains often find these derived alleles as major-effect QTL.

The Bristol strain has other laboratory-derived alleles with large phenotypic effects on the animal, including variants that alter oxygen and carbon dioxide avoidance [7] and fecundity [10], as well as many predicted functional variants [42], [43]. The large effects of these alleles in crosses using laboratory-derived strains could obscure the more modest phenotypic effects of natural alleles [44] and hinder their detection. Therefore, studies aimed at understanding natural genetic variation in *C. elegans* need to complement recombinant inbred line panels involving the Bristol strain with new panels derived from crosses using wild isolates. Additionally, it is important to devise assays of physiological traits that are not confounded by the effects of feeding behavior as observed on agar plates with a lawn of ample bacterial food. Because the standard Bristol strain has an abnormally active RMG neural circuit caused by high NPR-1 activity, behaviors observed in this strain may be idiosyncratic and not shared by wild strains, making the results of many behavioral studies harder to interpret in an evolutionary context.

## Materials and Methods

### Strains

Animals were cultured at 20°C with the bacterial strain OP50 on modified nematode growth medium (NGM), containing 1% agar and 0.7% agarose to prevent burrowing of the Hawaii strain and *npr-1* loss-of-function strains. For each assay, strains were grown at ambient atmospheric conditions (*i.e.* 21% oxygen) for at least five generations with no strain entering starvation or encountering dauer-inducing conditions. To investigate the causality of *npr-1* in our traits, we used two putative null alleles of *npr-1*: *ky13*, which has a C-to-T transition that introduces a stop codon after the first transmembrane domain; and *ad609*, which has two missense mutations - a threonine-to-isoleucine change in transmembrane domain two and a threonine-to-alanine change in transmembrane domain four [21].

### Quantitative phenotyping

#### Lifetime fecundity assays

A modified NGM recipe with 2% agarose substituted for agar was used for all fecundity assays. Without this substitution, the Hawaii strain, RIAILs with the Hawaii version of *npr-1*, and *npr-1* loss-of-function strains burrow readily and fecundity is difficult to measure accurately. 100 µL of overnight OP50 culture was spotted on each plate and dried in a laminar flow hood. For each genotype, single L4 larval stage hermaphrodites were picked to each of six plates. Plates were kept at 20°C for the duration of the assay. For each assay plate, the original adult hermaphrodite parent was picked to a fresh plate after 48 and 96 hours. The total offspring from each of these three plates was counted manually. Most strains had very few offspring after 96 hours. For population density experiments, assays were prepared and measured as described above, except animals were picked from 10 cm plates where population densities were defined to be 125, 1500, or 4000 animals per plate.

#### Adult body size assays

25–30 L4 hermaphrodites from each strain were picked to both of two 10 cm modified NGM agar plates. Strains were grown for four to five days and bleached to collect a approximately synchronous embryo population. Embryos were hatched for 15–24 hours at 20°C on a roller drum at a density of one embryo/µL in a total of 2 mL S medium. The hatched and arrested L1 larvae were plated onto three 10 cm plates at a density of 1500 animals/plate. Strains were grown for 72 hours at 20°C. Most of the animals were day-one adults when length and optical density was assessed using a COPAS Biosort (Union Biometrica). All objects smaller than 100 µm or 100 extinction units were removed from the analysis. Most of these objects were next generation L1 animals. Custom R scripts processed the data to obtain mean and median length and optical density values. Because the mean length was more heritable than any other measure, we used mean length for all future size calculations. Population density experiments were prepared and measured as described above, except a defined number of L1 larvae (125, 1500, or 4000) were plated per 10 cm modified NGM agar plate. The plates with 4000 animals were checked regularly and moved to fresh 10 cm plates if food became limiting.

#### *Staphylococcus aureus* survival assays

*Staphylococcus aureus* assay plates were made of brain heart infusion (BHI) agar (Gibco #211065) supplemented with Bactoagar (Gibco #214010) to a final agar concentration of 1.7%. The autoclaved agar was supplemented with nalidixic acid to a final concentration of 10 µg/mL and poured into 3.5 cm petri plates. *S. aureus* strain NCTC8325 was grown for 24 hours in BHI liquid media with nalidixic acid. Subsequently, 10 µL of bacterial suspension was spread onto the surface of the assay plates and grown at 37°C for 24 hours. After growth at 37°C, assay plates were kept at room temperature for no more than 24 hours at which point 30 L4 stage animals were added to each assay plate. The plates were incubated at 25°C and the fraction dead was scored every 12 hours from 0 to 48 hours. The LT50 was determined by fitting an exponential decay formula used previously [8].

#### Pharyngeal pumping assays

The pharynges of ten adult animals (24 hours after the fourth larval stage) were observed for one minute each in three separate trials. Animals were reared at 1500–2000 animals per 10 cm plate before each assay. Data were tabulated and analyzed using R.

#### Feeding rates

Animals were reared at high density (as before) on plates seeded with OP50. After washing off those plates, animals were plated onto our modified NGM plates seeded with HB101 expressing GFP at 2000 animals per plate. At this density, animals clumped within five minutes of plating. Two hours after plating out day-one adults, animals were washed off and assayed for green fluorescence using the COPAS Biosort. Green fluorescence was normalized by animal length (TOF parameter).

### Quantitative trait mapping

Sets of advanced intercross recombinant inbred lines (RIAILs) from a cross between the Bristol (N2) and Hawaii (CB4856) strain were phenotyped as described above. The phenotype data and RIAIL genotype data [15] were entered into the R/qtl package [45]. In most cases, the phenotypes of the RIAILs were approximately normally distributed. QTL were detected using interval mapping [46]. The 5% genome-wide significance threshold was calculated based on 500 permutations of the phenotype data [47]. The marker with the highest LOD score was used as a covariate to identify additional QTL until no more significant QTL were detected. QTL model fitting and covariate analysis used normal models with the Haley-Knott estimator [48]. The fits were used to estimate the total phenotypic variance explained by each QTL. Broad-sense heritability was calculated as the fraction of phenotypic variance explained by strain from fit of a linear mixed-model of repeat phenotypic measures of the parents and RIAILs [49]. The total variance explained by each QTL was divided by the broad-sense heritability to determine how much of the heritability is explained by each QTL. Confidence intervals were defined as the regions contained within a 1.5 LOD drop from the maximum LOD score. 73, 145, and 109 RIAILs were scored for lifetime fecundity, adult body size, and susceptibility to *S. aureus*, respectively.

### *npr-1* causality experiments

Causality experiments compared phenotypes of six strains: the two parents (Bristol and Hawaii), the two NILs (*qgIR1* and *kyIR9*), and the two loss-of-function alleles (*npr-1(ad609)* and *npr-1(ky13)*). The significance from every pairwise comparison was calculated using Tukey's Honest Significant Difference (HSD) test.

### Gene expression assays and quantitative trait mapping

Expression data were corrected for dye effects using a linear model and phenotypic residuals were used for downstream analysis. Probes with polymorphisms were removed. We tested for linkage by calculating LOD scores for each genotypic marker and each trait as -n(ln(1-R∧2)/2ln(10)) where R is the Pearson correlation coefficient between the RIAIL genotypes at the marker and RIAIL trait values, as calculated in [49]. To estimate significance empirically, assignment of phenotype to each RIAIL was randomly permuted 1000 times while maintaining the correlation structure among phenotypes [50]. The maximum LOD score for each chromosome and trait was retained. The FDR was calculated as the ratio of expected peaks to observed peaks across different LOD thresholds. Genetic markers corresponding to QTL peaks which were significant at an FDR of 5% were added to a linear model for each trait. Trait-specific linear models that included the significant QTL genotypes as additive covariates were computed, and phenotypic residuals were estimated. Phenotypic residuals for each trait were then used for another round of QTL detection. This process of peak detection, calculation of empirical significance thresholds, and expansion of the linear model for each trait to include significant QTLs detected at each step was repeated three times. The LOD thresholds corresponding to a 5% FDR at each step were 3.8, 4.98, and 7.5. 2,447 QTL were detected by these analyses. Approximate 95% confidence intervals were determined using a drop of one LOD value. The confidence intervals of 247 QTL overlapped with the position of *npr-1* and have genomic positions further than 10 kb from the QTL peak (Table S1).

RNA was collected and microarrays performed as described previously [1] for the strains Bristol, Hawaii, *qgIR1*, *kyIR9*, *npr-1(ad609)*, and *npr-1(ky13)*. Microarrays were processed using the R package Limma [51]. Non-uniform outliers and probes with signal well below background were removed. Median signals were background corrected. Within-array normalization was performed using the “loess” method. Between-array normalization was performed using the “Gquantile” method. Duplicate probes were averaged. Probes with SNPs between the Bristol and Hawaii strains were removed from the analysis. All microarray data are available through GEO (GSE49307).

For each of the 247 QTL identified previously, a linear model was fit per gene accounting for strain background and *npr-1* status (Bristol-like or Hawaii-like) as covariates. Loss-of-function strains were considered to have a Bristol genetic background and Hawaii-like *npr-1* status. Effect sizes were calculated as the multiple regression coefficient for *npr-1* status. The Spearman correlation was calculated comparing these regression coefficients to the differences in expression from the eQTL results.

For the comparison to starvation gene expression, we used the GEOquery R package to download Agilent microarray data from GSE15656 [35] and extracted the gene expression ratios of six-hour starved to well fed L4 larvae. These ratios were compared to the effect sizes of the genes with distant QTL overlapping *npr-1*. Because we compared a starvation experiment using L4 larvae to our experiment using adult worms, we also analyzed the correlation between gene expression ratios from well fed L4 larvae [52] and our effect sizes. This correlation was much lower (rho = 0.22).

### Gene ontology class enrichment

Using ProfCom [53], gene expression traits were analyzed for enrichment of GO terms. The following GO terms and reference numbers were significantly enriched: neuropeptide signaling pathway (0007218), transferring hexosyl groups (0016758), and metabolic process (0008152). The respective *p*-values were 5.47e-12, 2.89e-2, and 3.32e-2.

### Oxygen concentration assays

Adult body size and lifetime fecundity were assessed as described above, except paired assays were prepared at 10% and 21% oxygen using a Coy hypoxia chamber with oxygen analyzer (Coy Laboratory Products, Grass Lake, MI). Oxygen was kept constant using a nitrogen gas source. The temperature inside the oxygen chamber was approximately 23.5°C, as opposed to 20°C in the incubator. For this reason, strains grow faster inside the oxygen chamber and paired comparisons for body size and fecundity to 21% oxygen were not appropriate. All statistical comparisons were performed within the oxygen growth conditions and not between. Given the differences in temperature and humidity between ambient and 10% oxygen, we did not assay susceptibility to *S. aureus* where assays are normally performed at 25°C.

## Supporting Information

Figure S1 We observed that the Bristol strain (orange) is larger than the Hawaii strain (blue) at all-time points throughout *C. elegans* development, except for the zero hour arrested L1 time point. Size differences of L1 larvae are likely determined largely by maternal effects. In three independent assays, we observed examples of both the Bristol strain being smaller and larger than the Hawaii strain. For this reason, we indicated the uncertainty with an asterisk. The *p*-value for each comparison (Tukey's HSD) is shown above the boxplots for each time point.
(PDF) Click here for additional data file.

Figure S2 An example survival curve of Bristol (orange) and Hawaii (blue) after exposure to the opportunistic human pathogen *S. aureus*. The dotted line denotes when half of the population was alive or dead.
(PDF) Click here for additional data file.

Table S1 Data for all 247 gene expression traits are listed.

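In Table S1, each of the 247 probes, from 245 genes, has the LOD score and the interval of its eQTL, the difference in expression between the RIAIL genotypes and the effect of *npr-1* status (causality). The eQTL difference is positive for 136 probes and negative for 111, and 45 of the probes lie on the X chromosome. The paper's effects were compared with fits to the authors' table of normalized log2 ratios. The regression over 6 strains with strain background as a covariate gave the paper's effect to within 1e-05 for 247 of the 247 probes. Fitted over N2, *qgIR1* and *npr-1(ad609)*, the same table gave effects with a Pearson's r of 0.916 with the paper's and none within that tolerance. The effects recomputed from the scanner output over 6 strains had an r of 0.941 with the paper's, the same sign for 242 probes and a larger size for 32. The paper's effects regressed on its eQTL differences have a slope of 1.82 with a standard error of 0.0963 across probes.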

(XLS) Click here for additional data file.

## References

[1] RockmanMV, SkrovanekSS, KruglyakL (2010) Selection at linked sites shapes heritable phenotypic variation in C. elegans. Science 330: 372–376 doi:10.1126/science.1194208 2094776610.1126/science.1194208PMC3138179

[2] SeidelHS, AilionM, LiJ, van OudenaardenA, RockmanMV, et al (2011) A novel sperm-delivered toxin causes late-stage embryo lethality and transmission ratio distortion in C. elegans. Plos Biol 9: e1001115 doi:10.1371/journal.pbio.1001115 2181449310.1371/journal.pbio.1001115PMC3144186

[3] SeidelHS, RockmanMV, KruglyakL (2008) Widespread genetic incompatibility in C. elegans maintained by balancing selection. Science 319: 589–594 doi:10.1126/science.1151107 1818762210.1126/science.1151107PMC2421010

[4] GhoshR, AndersenEC, ShapiroJA, GerkeJP, KruglyakL (2012) Natural variation in a chloride channel subunit confers avermectin resistance in C. elegans. Science 335: 574–578 doi:10.1126/science.1214318 2230131610.1126/science.1214318PMC3273849

[5] BendeskyA, TsunozakiM, RockmanMV, KruglyakL, BargmannCI (2011) Catecholamine receptor polymorphisms affect decision-making in C. elegans. Nature 472: 313–318 doi:10.1038/nature09821 2141223510.1038/nature09821PMC3154120

[6] PalopoliMF, RockmanMV, TinMaungA, RamsayC, CurwenS, et al (2008) Molecular basis of the copulatory plug polymorphism in Caenorhabditis elegans. Nature 454: 1019–1022 doi:10.1038/nature07171 1863334910.1038/nature07171PMC2597896

[7] McGrathPT, RockmanMV, ZimmerM, JangH, MacoskoEZ, et al (2009) Quantitative mapping of a digenic behavioral trait implicates globin variation in C. elegans sensory behaviors. Neuron 61: 692–699 doi:10.1016/j.neuron.2009.02.012 1928546610.1016/j.neuron.2009.02.012PMC2772867

[8] ReddyKC, AndersenEC, KruglyakL, KimDH (2009) A polymorphism in npr-1 is a behavioral determinant of pathogen susceptibility in C. elegans. Science 323: 382–384 doi:10.1126/science.1166527 1915084510.1126/science.1166527PMC2748219

[9] GlauserDA, ChenWC, AginR, MacinnisBL, HellmanAB, et al (2011) Heat avoidance is regulated by transient receptor potential (TRP) channels and a neuropeptide signaling pathway in Caenorhabditis elegans. Genetics 188: 91–103 doi:10.1534/genetics.111.127100 2136827610.1534/genetics.111.127100PMC3120139

[10] DuveauF, FélixM-A (2012) Role of pleiotropy in the evolution of a cryptic developmental variation in Caenorhabditis elegans. Plos Biol 10: e1001230 doi:10.1371/journal.pbio.1001230 2223519010.1371/journal.pbio.1001230PMC3250502

[11] GAERTNERBE, ParmenterMD, RockmanMV, KruglyakL, PhillipsPC (2012) More than the sum of its parts: a complex epistatic network underlies natural variation in thermal preference behavior in Caenorhabditis elegans. Genetics 192: 1533–1542 doi:10.1534/genetics.112.142877 2308621910.1534/genetics.112.142877PMC3512158

[12] BendeskyA, PittsJ, RockmanMV, ChenWC, TanM-W, et al (2012) Long-range regulatory polymorphisms affecting a GABA receptor constitute a quantitative trait locus (QTL) for social behavior in Caenorhabditis elegans. PLoS Genet 8: e1003157 doi:10.1371/journal.pgen.1003157 2328430810.1371/journal.pgen.1003157PMC3527333

[13] KammengaJE, DoroszukA, RiksenJAG, HazendonkE, SpiridonL, et al (2007) A Caenorhabditis elegans wild type defies the temperature-size rule owing to a single nucleotide polymorphism in tra-3. PLoS Genet 3: e34 doi:10.1371/journal.pgen.0030034 1733535110.1371/journal.pgen.0030034PMC1808073

[14] AndersenEC, GerkeJP, ShapiroJA, CrissmanJR, GhoshR, et al (2012) Chromosome-scale selective sweeps shape Caenorhabditis elegans genomic diversity. Nat Genet 1–8 doi:10.1038/ng.1050 10.1038/ng.1050PMC336583922286215

[15] RockmanMV, KruglyakL (2009) Recombinational landscape and population genomics of Caenorhabditis elegans. PLoS Genet 5: e1000419 doi:10.1371/journal.pgen.1000419 1928306510.1371/journal.pgen.1000419PMC2652117

[16] GAERTNERBE, PhillipsPC (2010) *Caenorhabditis elegans* as a platform for molecular quantitative genetics and the systems biology of natural variation. Genet Res 92: 331–348 doi:10.1017/S0016672310000601 10.1017/S001667231000060121429266

[17] YvertG, BremRB, WhittleJ, AkeyJM, FossE, et al (2003) Trans-acting regulatory variation in Saccharomyces cerevisiae and the role of transcription factors. Nat Genet 35: 57–64 doi:10.1038/ng1222 1289778210.1038/ng1222

[18] BremRB, YvertG, ClintonR, KruglyakL (2002) Genetic dissection of transcriptional regulation in budding yeast. Science 296: 752–755 doi:10.1126/science.1069516 1192349410.1126/science.1069516

[19] van ZantenM, SnoekLB, ProveniersMCG, PeetersAJM (2009) The many functions of ERECTA. Trends Plant Sci 14: 214–218 doi:10.1016/j.tplants.2009.01.010 1930335010.1016/j.tplants.2009.01.010

[20] RogersC, RealeV, KimK, ChatwinH, LiC, et al (2003) Inhibition of Caenorhabditis elegans social feeding by FMRFamide-related peptide activation of NPR-1. Nat Neurosci 6: 1178–1185 doi:10.1038/nn1140 1455595510.1038/nn1140

[21] de BonoM, BargmannCI (1998) Natural variation in a neuropeptide Y receptor homolog modifies social behavior and food response in C. elegans. Cell 94: 679–689.974163210.1016/s0092-8674(00)81609-8

[22] MacoskoEZ, PokalaN, FeinbergEH, ChalasaniSH, ButcherRA, et al (2009) A hub-and-spoke circuit drives pheromone attraction and social behaviour in C. elegans. Nature 458: 1171 doi:10.1038/nature07886 1934996110.1038/nature07886PMC2760495

[23] ReddyKC, AndersenEC, KruglyakL, KimDH (2009) A polymorphism in npr-1 is a behavioral determinant of pathogen susceptibility in C. elegans. Science 323: 382–384 doi:10.1126/science.1166527 1915084510.1126/science.1166527PMC2748219

[24] ChangAJ, ChronisN, KarowDS, MarlettaMA, BargmannCI (2006) A distributed chemosensory circuit for oxygen preference in C. elegans. Plos Biol 4: e274 doi:10.1371/journal.pbio.0040274 1690378510.1371/journal.pbio.0040274PMC1540710

[25] DaviesAG, BettingerJC, ThieleTR, JudyME, McIntireSL (2004) Natural variation in the npr-1 gene modifies ethanol responses of wild strains of C. elegans. Neuron 42: 731–743 doi:10.1016/j.neuron.2004.05.004 1518271410.1016/j.neuron.2004.05.004

[26] JangH, KimK, NealSJ, MacoskoE, KimD, et al (2012) Neuromodulatory State and Sex Specify Alternative Behaviors through Antagonistic Synaptic Pathways in C. elegans. Neuron 75: 585–592 doi:10.1016/j.neuron.2012.06.034 2292025110.1016/j.neuron.2012.06.034PMC3462069

[27] HallemEA, SternbergPW (2008) Acute carbon dioxide avoidance in Caenorhabditis elegans. Proceedings of the National Academy of Sciences 105: 8038–8043 doi:10.1073/pnas.0707469105 10.1073/pnas.0707469105PMC243035518524955

[28] ChoiS, ChatzigeorgiouM, TaylorKP, SchaferWR, KaplanJM (2013) Analysis of NPR-1 Reveals a Circuit Mechanism for Behavioral Quiescence in C. elegans. Neuron 78: 869–880 doi:10.1016/j.neuron.2013.04.002 2376428910.1016/j.neuron.2013.04.002PMC3683153

[29] YookK, HarrisTW, BieriT, CabunocA, ChanJ, et al (2012) WormBase 2012: more genomes, more data, new website. Nucleic Acids Res 40: D735–D741 doi:10.1093/nar/gkr954 2206745210.1093/nar/gkr954PMC3245152

[30] KamathRS, FraserAG, DongY, PoulinG, DurbinR, et al (2003) Systematic functional analysis of the Caenorhabditis elegans genome using RNAi. Nature 421: 231–237 doi:10.1038/nature01278 1252963510.1038/nature01278

[31] CheungBHH, Arellano-CarbajalF, RybickiI, de BonoM (2004) Soluble guanylate cyclases act in neurons exposed to the body fluid to promote C. elegans aggregation behavior. Curr Biol 14: 1105–1111 doi:10.1016/j.cub.2004.06.027 1520300510.1016/j.cub.2004.06.027

[32] GrayJM, KarowDS, LuH, ChangAJ, ChangJS, et al (2004) Oxygen sensation and social feeding mediated by a C. elegans guanylate cyclase homologue. Nature 430: 317–322 doi:10.1038/nature02714 1522093310.1038/nature02714

[33] RockmanMV, KruglyakL (2006) Genetics of global gene expression. Nat Rev Genet 7: 862–872 doi:10.1038/nrg1964 1704768510.1038/nrg1964

[34] SeidelHS, KimbleJ (2011) The oogenic germline starvation response in C. elegans. PLoS ONE 6: e28074 doi:10.1371/journal.pone.0028074 2216423010.1371/journal.pone.0028074PMC3229504

[35] JoH, ShimJ, LeeJH, LeeJ, KimJB (2009) IRE-1 and HSP-4 contribute to energy homeostasis via fasting-induced lipases in C. elegans. Cell Metab 9: 440–448 doi:10.1016/j.cmet.2009.04.004 1941671410.1016/j.cmet.2009.04.004

[36] AveryL, HorvitzHR (1990) Effects of starvation and neuroactive drugs on feeding in Caenorhabditis elegans. J Exp Zool 253: 263–270 doi:10.1002/jez.1402530305 218105210.1002/jez.1402530305

[37] LuedtkeS, O'ConnorV, Holden-DyeL, WalkerRJ (2010) The regulation of feeding and metabolism in response to food deprivation in Caenorhabditis elegans. Invert Neurosci 10: 63–76 doi:10.1007/s10158-010-0112-z 2112057210.1007/s10158-010-0112-z

[38] HubbardEJA, KortaDZ, DalfóD (2013) Physiological control of germline development. Adv Exp Med Biol 757: 101–131 doi:_10.1007/978-1-4614-4015-4_5 2287247610.1007/978-1-4614-4015-4_5PMC3760422

[39] DalfóD, MichaelsonD, HubbardEJA (2012) Sensory regulation of the C. elegans germline through TGF-β-dependent signaling in the niche. Curr Biol 22: 712–719 doi:10.1016/j.cub.2012.02.064 2248393810.1016/j.cub.2012.02.064PMC3633564

[40] Gloria-SoriaA, AzevedoRBR (2008) npr-1 Regulates foraging and dispersal strategies in Caenorhabditis elegans. Curr Biol 18: 1694–1699 doi:10.1016/j.cub.2008.09.043 1899307710.1016/j.cub.2008.09.043

[41] ToriiKU, MitsukawaN, OosumiT, MatsuuraY, YokoyamaR, et al (1996) The Arabidopsis ERECTA gene encodes a putative receptor protein kinase with extracellular leucine-rich repeats. Plant Cell 8: 735–746 doi:10.1105/tpc.8.4.735 862444410.1105/tpc.8.4.735PMC161133

[42] WeberKP, DeS, KozarewaI, TurnerDJ, BabuMM, et al (2010) Whole genome sequencing highlights genetic changes associated with laboratory domestication of C. elegans. PLoS ONE 5: e13922 doi:10.1371/journal.pone.0013922 2108563110.1371/journal.pone.0013922PMC2978686

[43] McGrathPT, XuY, AilionM, GarrisonJL, ButcherRA, et al (2011) Parallel evolution of domesticated Caenorhabditis species targets pheromone receptor genes. Nature 477: 321–325 doi:10.1038/nature10378 2184997610.1038/nature10378PMC3257054

[44] RockmanMV (2011) THE QTN PROGRAM AND THE ALLELES THAT MATTER FOR EVOLUTION: ALL THAT'S GOLD DOES NOT GLITTER. Evolution no–no doi:10.1111/j.1558-5646.2011.01486.x 10.1111/j.1558-5646.2011.01486.xPMC338660922220860

[45] BromanKW, WuH, SenS, ChurchillGA (2003) R/qtl: QTL mapping in experimental crosses. Bioinformatics 19: 889–890.1272430010.1093/bioinformatics/btg112

[46] LanderE, BotsteinD (1989) Mapping Mendelian Factors Underlying Quantitative Traits Using RFLP Linkage Maps. Genetics 121: 185.256371310.1093/genetics/121.1.185PMC1203601

[47] DoergeRW, ChurchillGA (1996) Permutation tests for multiple loci affecting a quantitative character. Genetics 142: 285–294.877060510.1093/genetics/142.1.285PMC1206957

[48] HaleyCS, KnottSA (1992) A simple regression method for mapping quantitative trait loci in line crosses using flanking markers. Heredity 69: 315–324.1671893210.1038/hdy.1992.131

[49] BloomJS, EhrenreichIM, LooWT, LiteT-LV, KruglyakL (2013) Finding the sources of missing heritability in a yeast cross. Nature 494: 234–237 doi:10.1038/nature11867 2337695110.1038/nature11867PMC4001867

[50] BremRB, KruglyakL (2005) The landscape of genetic complexity across 5,700 gene expression traits in yeast. Proc Natl Acad Sci USA 102: 1572–1577 doi:10.1073/pnas.0408709102 1565955110.1073/pnas.0408709102PMC547855

[51] SmythGK (2005) Limma: linear models for microarray data. Bioinformatics and Computational Biology Solutions Using R and Bioconductor Statistics for Biology and Health 397–420.

[52] CapraEJ, SkrovanekSM, KruglyakL (2008) Comparative developmental expression profiling of two C. elegans isolates. PLoS ONE 3: e4055 doi:10.1371/journal.pone.0004055 1911664810.1371/journal.pone.0004055PMC2605249

[53] AntonovAV, SchmidtT, WangY, MewesHW (2008) ProfCom: a web tool for profiling the complex functionality of gene groups identified from high-throughput data. Nucleic Acids Res 36: W347–W351 doi:10.1093/nar/gkn239 1846054310.1093/nar/gkn239PMC2447768

How the deposited data were processed for this re-analysis (not part of the article)

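The data are 15 dual-channel Agilent arrays of 6 *C. elegans* strains: N2, CB4856 and *npr-1(ad609)* with 2 arrays each, and *qgIR1*, *kyIR9* and *npr-1(ky13)* with 3 each. Cy5 carries the strain and Cy3 a common reference mixed from N2 and CB4856. The paper speaks of adult worms and the sample descriptions of mixed-stage animals, so the stage is open. The strains were grouped as in the Methods: CB4856 and *kyIR9* have the Hawaii background and the others the Bristol background, N2 and *kyIR9* have Bristol-like *npr-1* status and the others Hawaii-like status. For 1 *qgIR1* array the labels give conflicting replicate numbers, and the number in its title was used.

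Per array there is the output of Agilent Feature Extraction 9.5.3.1. Per the file headers, the intensities are raw scanner values per spot and local background, and processed intensities corrected for spatial trends and dye. The log10 ratios of processed Cy5 over Cy3 were made by the same software, per the file headers. There is also a table of log2 ratios that the authors made with limma by the steps of their Methods. Among the probes with any value, that table holds 245976 values and 24429 empty cells. Every listed value had a usable spot and no empty cell did, and the 2374 probes without any value had no usable spot on any array, so a removal of probes with SNPs could not be seen in it. The log2 scale and the direction, strain over reference, were checked against the scanner output.

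The scanner output was processed with R 4.3.3 and limma 3.58.1. Spots called non-uniform outliers by the scanner software were left out. Median signals were corrected with the normexp model and an offset of 50, normalized by loess within arrays and Gquantile between arrays, which leaves the log ratios as they were, and duplicate spots were averaged. How the normexp model was fitted was settled after the files were seen. With all spots, its Cy5 background mean was -630 on CB4856 replicate 1 and -341 on *qgIR1* replicate 2, against -33.5 to -10.1 on the other arrays. Background-subtracted Cy5 values on these arrays went as low as -21465 and -7927.5, and the cause was not tested. Outlier spots and spots with a non-uniform local background in either channel were therefore left out of the fit. Results with all spots are given as an alternative. A probe was kept where at least 0.5 of its spots were well above background in Cy5 on at least 2 arrays, which left 18108 of 20401 probes and all 247 probes of Table S1, after the name of 1 probe was corrected. Symbols came from a gene table of assembly WBcel235, which matched 19057 probes and left 1344 under their sequence names. Coordinates are those of the array annotation, whose build is not named.

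Strain differences came from limma with a mean per strain over all 15 arrays, empirical Bayes moderation and Benjamini-Hochberg adjustment over all probes tested, with a threshold of 0.05. The effect of *npr-1* status came from a fit over N2, *qgIR1* and *npr-1(ad609)*, as in the Results, and from a fit over 6 strains with background as a covariate, as in the Methods. The difference of the *npr-1* region effect between backgrounds was tested as (*qgIR1* minus N2) minus (CB4856 minus *kyIR9*). Effects were compared with the eQTL differences of Table S1 by Spearman's rho and least-squares slope, with a jackknife over arrays as their spread. Gene sets were tested with camera at a correlation of 0.01, with fry and with an estimated correlation beside it. They were neuropeptide, insulin-like, yolk, sperm, oocyte and embryo, larval molt, collagen, fasting-induced, fasting-reduced and hypoxia genes, and the Table S1 probes with positive and with negative eQTL differences. The comparisons, tests, sets and most alternatives were set before the data were examined.

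Genes are named by a fixed rule, which takes genes the paper names and flp, nlp and ins genes of Table S1. It adds the 5 largest changes in each direction over 3 strains in Table S1 and over 6 strains outside it. These are among called probes with the same sign in the strain comparisons. Up to 3 called members per set are also named. So are called Table S1 probes of sign opposite to the eQTL difference, of which both fits of *npr-1* status had none. Among the strain differences, there were 5 such probes in *npr-1(ad609)* minus N2, 4 in CB4856 minus *kyIR9* and 3 in CB4856 minus N2, and they were not named for it. Others are marked as chosen after their values were seen.

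The alternatives were other background corrections, mean signals, the scanner's log ratios, median centring, scale normalization, the Cy5 channel alone, the authors' table, other probe filters, other variance models, replicate and slide blocks, added or fewer strains, and each array left out in turn. The arrays' numbers did not pair them: of 33 pairs of equal number from different strains, residual correlations ran from -0.412 to 0.448. No array had more than 2 saturated Cy5 spots. Correlations between differences from the same N2 arrays were set against 1000 simulations without changes, and numbers of shared calls against 50. The methods were tested on simulated data for 17940 probes with 200 changed, beside shifts given to the Table S1 probes and to other neuropeptide probes. Of the 200, the 6-strain fit found 98.5% with 16 unchanged probes called, and the 3-strain fit 92% with 10. A slope of 1.5 set for the Table S1 probes was found as 1.52 and 1.51. In these simulations probes varied independently, and strains differed only by background and *npr-1* status. Their false calls therefore do not measure those of the real arrays, where strains may differ in other ways. The RIAIL and starvation data and the GO annotation were not analysed here.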

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

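The tests with the sperm set mean as a covariate, of effect sizes under the slide block, of the difference between backgrounds against the sperm set, and of splits by whole strains were chosen only after the result was seen.

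Among the 8 arrays in the Bristol background with Hawaii-like *npr-1* status, 4 of 54 probes tested had 1 array far from the others, where chance gives about 5%. All 4 were *npr-1(ad609)* arrays. dhs-25 was at -0.13 in replicate 1 (others 0.43 to 0.70) and dyf-3 at 0.52 in the same array (others -0.67 to -0.17). In replicate 2, flp-7 was at -0.10 (others -0.38 to -0.31) and nlp-57 at -0.53 (others -0.28 to -0.15). The 8 arrays pool 3 strains, so a difference of *npr-1(ad609)* from the other 2 strains is part of this spread. With each array left out in turn, the effect over 6 strains stayed between -0.74 and -0.60 for dhs-25, -1.03 and -0.63 for dyf-3, 0.31 and 0.43 for flp-7, and 0.08 and 0.14 for nlp-57. No technical or biological explanation was tested for these values.

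The effect of the *npr-1* region differed between backgrounds for 447 of 18079 probes, by a direct test of (*qgIR1* minus N2) minus (CB4856 minus *kyIR9*). Of these, 272 differences were positive and 175 negative, 15 of the probes are in Table S1, and for 381 the effect had opposite signs in the backgrounds. In 49 the opposite effects were each called, 191 were called only in the Bristol background and 185 only in the Hawaii background. The lowest count with 1 array left out came without N2 replicate 1. Named genes with such a difference were scl-2 (1.82, adjusted p = 0.0109), where *qgIR1* minus N2 was 1.65 and CB4856 minus *kyIR9* -0.17, sax-2 (1.24, adjusted p = 0.00583), with 0.00 and -1.24, and drd-10 (1.02, adjusted p = 0.0403), with -0.14 and -1.16. With each array left out in turn, 177 to 428 probes were called. The strains differ in sperm transcripts, and 18.6% of the 447 probes followed the sperm set mean across arrays (r over 0.8 in size), against 24.5% of all probes. Because the 447 were chosen for unlike effects in the backgrounds, this share does not decide, and the sperm difference stays open. An interaction of *npr-1* with the background and the different segments that the NILs carry stay open as well. Neither was tested.

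The paper's Results do not name *npr-1(ky13)*, CB4856 and *kyIR9* for the *npr-1* effect, but the effects in Table S1 equal a fit that includes them. In these strains, limma called 570 probes between *npr-1(ky13)* and N2 (370 higher, 200 lower) and 1619 between CB4856 and *kyIR9* (1136 higher, 483 lower). Without CB4856 replicate 2 the latter count was 173, and without N2 replicate 1 the former was 176. The 2 comparisons share no array: of the 570 probes, 320 had the same sign between CB4856 and *kyIR9*. Called in both were 131 probes, 74 of them in the same direction and the others in opposite directions. *qgIR1* minus N2 shares no array with CB4856 minus *kyIR9* either, and 406 of 455 probes called in both had the same direction. For *npr-1(ad609)* minus N2 this held for 147 of 215. With median centring, *npr-1(ky13)* minus N2 had 1196 probes higher and 3049 lower, which reverses the balance. Over 6 strains, 779 of the 832 probes called lie outside Table S1.

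Whether chance can be excluded depends on the unit. A chance placing of single arrays can be excluded for the 6-strain count: of 100 splits of the arrays within backgrounds (drawn from 450), 1, the real one, gave as many changed probes, and the highest count among the others was 73. Nearly all of these splits mix arrays of a strain, whose likeness keeps their counts low. For whole strains, a difference between strains by chance cannot be excluded: 2 of 8 splits that set 1 strain per background apart gave as many, the real one and that of *qgIR1* and CB4856 with 1896, and 8 splits are too few to exclude it. As high a rho was given by 1 of these 8, and the next was 0.520. Over 3 strains, 3 of 3 whole-strain splits gave as many changed probes (up to 895) and 1 of 3 as high a rho. Of the splits of arrays over 3 strains, 2 of 21 gave as many changed probes. The other split set the *npr-1(ad609)* arrays apart, with 264 probes called and a rho with the eQTL differences of -0.510, and it follows a strain, not a slide. As high a rho was given by 3 of 100 splits over 6 strains (highest 0.813) and by 1 of 21 over 3 strains (next 0.622).

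A difference between slides as the whole source is argued against. With slide as a fixed block, the effects of the 832 probes kept a median of 0.975 of their size and all 832 kept their sign, while the standard errors grew by a median factor of 1.19 and 9 in place of 12 residual degrees of freedom remained. The call count fell to 3 (amt-4, pcp-4 and F28F8.7, named after their values were seen), with 2838 probes at an unadjusted p under 0.05. A difference in raw Cy5 signal, which was lowest in N2 and *kyIR9* and so largely followed *npr-1* status, was not tested and stays open.

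A difference in sperm transcripts cannot be told apart from the *npr-1* effect over 6 strains. All 39 sperm probes were higher with Hawaii-like status (median 0.59, camera adjusted p = 2.3e-23, fry adjusted p = 0.00835), with the same sign under each scaling run. With the sperm set mean as a covariate, the effects of the 832 probes had a median of 0.692 of their size, 816 kept their sign and 51 probes were called. Of the 832 probes, 39.2% followed the sperm set mean across arrays, more than among all probes. The covariate itself follows *npr-1* status (r = 0.727 given the background), which keeps this open, and the standard errors grew by a median factor of 1.37. The rho with the eQTL differences was 0.704 with the covariate. Over 3 strains the covariate raised the calls from 128 to 405. Stage differences are open for the same reason: without the probes of the oocyte and embryo, sperm, yolk and larval molt sets, 785 probes were called once p was adjusted again, but these sets hold 78 tested probes only, 25 of them among the 832 called. The oocyte and embryo (camera adjusted p = 0.190), larval molt (0.244) and yolk (0.551) sets did not pass the threshold over 6 strains. Over 3 strains the yolk set did under camera (adjusted p = 0.0337, fry adjusted p = 0.312), with 6 of 7 probes higher and a median of 0.32, while its median over 6 strains was -0.12.

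Low oxygen inside aggregates is a candidate explanation for part of the effect. The hypoxia set was higher with Hawaii-like status in 8 of 9 probes (median 0.12, camera adjusted p = 0.0173, fry adjusted p = 0.00469), but not with an estimated correlation, and not over 3 strains (camera adjusted p = 0.275). For reduced food, which the paper proposes, the sets do not decide. The fasting-induced set was also higher in 8 of 9 probes (median 0.12, camera adjusted p = 0.170, fry adjusted p = 0.00835), and it did not pass with an estimated correlation either. The fasting-reduced set has 3 probes (camera adjusted p = 0.815). The hypoxia and fasting-induced sets shifted by similar amounts, so they do not favour low oxygen over reduced food. Collagen probes, which were higher for 128 of 144 (camera adjusted p = 1.1e-18, fry adjusted p = 0.00886), were in no prediction.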

How the results depend on the processing

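The refit of the normexp model with all spots and the sperm set mean as a covariate were chosen only after the result was seen.

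Of 590 values of the main results under the alternatives, 449 stayed within the spread or within 1.5 times the count, 141 moved and 0 reversed. Most of these results are counts, which cannot change sign, so the lack of reversals says little. The balance of higher and lower probes is not in this tally. Median centring reversed it over 6 strains, over 3 strains and for *qgIR1*, *npr-1(ad609)*, *npr-1(ky13)* and CB4856 against N2. Of 1692 values for single genes, 1393 kept their side of the threshold and 299 lost it in the same direction. Probes called kept their direction, while R08E3.3, gcy-35 and npr-1, which were not called, changed sign under some alternatives, as did the uncalled nlp-35, nlp-45, nlp-64 and nlp-88, which are outside this tally. The number of Table S1 probes with the eQTL sign stayed between 206 and 227 over 6 strains and between 174 and 211 over 3 strains, and with 1 array left out between 209 and 225 and between 183 and 198. Where no construction of the setting explains a value, the cause was not tested.

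In the order *qgIR1*, *npr-1(ad609)* and *npr-1(ky13)* against N2, median centring gave 5144, 2898 and 4245 changed probes, 6095 for CB4856 minus N2, 975 for the difference between backgrounds, 3427 over 6 strains and 2896 over 3 strains, with 54 Table S1 probes changed over 3 strains. It lowered the share of higher probes to 37.0% over 6 strains and 35.2% over 3 strains. Against N2, in the order above, the shares were 46.5%, 43.2% and 28.2%, where the main setting gave 82.9%, 66.5% and 64.9%. Median centring raised the share for CB4856 minus N2 from 45.8% to 58.6%. Its rho values were 0.558 over 3 strains and 0.457, 0.595 and 0.640 for the strains against N2.

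Background subtraction gave 600 changed probes for *qgIR1* minus N2, 243 for the difference between backgrounds, 70 over 3 strains with 9 of Table S1, slopes of 1.84 and 1.76 over 6 and 3 strains, and rho values of 0.603, 0.695 and 0.778 for the strains against N2. The authors' table gave 748, 294, slopes of 1.82 and 1.72, and 0.599, 0.693 and 0.778. The scanner's log ratios gave 842 probes for *qgIR1* minus N2, slopes of 1.95 and 1.84, and rho values of 0.712 over 3 strains and 0.627, 0.693 and 0.784 for the strains against N2.

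With the normexp model fitted to all spots, the counts against N2 were 227, 765 and 197, with 1583 for CB4856 minus N2, 66 for the difference between backgrounds and 28 over 3 strains with 7 of Table S1. The rho was 0.703 over 3 strains and 0.664 for *qgIR1*. The Cy5 channel alone gave 1026 for *qgIR1*, 316 for *npr-1(ky13)*, 977 for CB4856 minus *kyIR9*, 255 for the difference between backgrounds, 479 over 6 strains and 83 over 3 strains.

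With slide as a fixed block, which leaves fewer degrees of freedom, the counts against N2 were 500, 803 and 214, with 369 for CB4856 minus *kyIR9*, 2090 for CB4856 minus N2, 202 for the difference between backgrounds, 3 over 6 strains with 0 of Table S1 (2838 at an unadjusted p under 0.05), and 12 over 3 strains with 1 of Table S1 (scl-2). The replicate block, whose numbers do not pair the arrays, gave 1050 for *qgIR1*, 361 for *npr-1(ky13)*, 245 for the difference between backgrounds and 11 over 3 strains with 1 of Table S1 (pho-8, named after its values were seen). Fits of only the strains compared gave 547 for *npr-1(ad609)*, 321 for *npr-1(ky13)* and 1930 for CB4856 minus N2, but 2067 for *qgIR1* and 594 for the difference between backgrounds. Adding *npr-1(ky13)* to the 3 strains gave 259 with 33 of Table S1. The sperm covariate gave 51 over 6 strains with 8 of Table S1 and a rho of 0.704, and 405 over 3 strains with 31 of Table S1 and a slope of 1.61.

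Within probes of positive eQTL difference, the rho was 0.459 over 6 strains, 0.427 over 3 strains, 0.328, 0.501 and 0.466 against N2, and 0.319 for CB4856 minus *kyIR9*. Within negative differences it was 0.364, 0.218 with a slope of 0.611, then 0.112, 0.262 and 0.407, and 0.275, a range of eQTL differences narrower by construction. With eQTL differences between -0.5 and 0.5, the slope over 3 strains was 1.46 and the rho 0.575 for *qgIR1* and 0.782 for *npr-1(ky13)*. Without chromosome X genes the rho for *qgIR1* was 0.475. With an estimated correlation, 0 of 12 gene sets passed over 6 strains and 0 over 3 strains, and with fry 2 over 3 strains. Gene sets were not run with the intensity trend, with only the strains compared, with slide as a random block, or with the sperm covariate.

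With 1 array left out, a strain with 1 array left is assumed to vary like the others. The counts ran from 332 to 1141 for *qgIR1*, from 740 to 1298 for *npr-1(ad609)* and from 176 to 502 for *npr-1(ky13)* against N2, from 173 to 2152 for CB4856 minus *kyIR9*, from 2056 to 3201 for CB4856 minus N2, from 177 to 428 for the difference between backgrounds, from 112 (without N2 replicate 2) to 1071 over 6 strains with 13 to 65 of Table S1, and from 6 (without N2 replicate 2) to 345 over 3 strains with 0 to 25 of Table S1. The rho ran from 0.480 to 0.544, from 0.594 to 0.661 and from 0.693 to 0.730 against N2, and from 0.426 (without CB4856 replicate 2) to 0.729 for CB4856 minus *kyIR9*.

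What signal over background limits was not tested on its own. In the dimmer 124 probes of Table S1 the 6-strain slope on the eQTL differences was 0.997, against 1.88 in the brighter 123. A stricter filter, with both channels well above background on all 15 arrays, kept 15066 probes and 246 of Table S1.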

Differences from the paper's values

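No test in this part was chosen after the result was seen.

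The paper's slope in Fig. 6B is 1.82, and the recomputed slope was 1.25 over 3 strains and 1.32 over 6 strains. Among the alternatives set before the data were examined, the difference from the paper's slope lies within the spread with background subtraction (1.76 over 3 strains, 1.84 over 6 strains), the authors' table (1.72 and 1.82) and the scanner's log ratios (1.84 and 1.95), and over 6 strains also without CB4856 replicate 1 (1.54). The other 20 alternatives over 3 strains and 26 over 6 strains stay outside it. The fit of the authors' table over 6 strains gives the paper's slope.

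The paper gives a 95% CI of 1.72 to 1.91, and the recomputed 95% interval was 1.02 to 1.47 over 3 strains and 1.16 to 1.49 over 6 strains. The lower bound comes within the spread with the scanner's log ratios in both fits (1.57 and 1.75), and over 6 strains with background subtraction (1.65) and the authors' table (1.63). The upper bound does so with these 3 alternatives in both fits, and over 6 strains also without background correction (1.68) and without CB4856 replicate 1 (1.73). The other alternatives do not. For the paper's own columns of Table S1, the slope minus and plus 1 standard error is 1.72 and 1.91, and the 95% interval is 1.63 to 2.01.

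The paper's rho is 0.83, and over 3 strains it was 0.628. None of the 23 alternatives over 3 strains comes within the spread of the paper's rho, and the highest was 0.712. Over 6 strains the rho of 0.780 does, as do 25 of 30 alternatives. The others are slide as a fixed block (0.760) and the fits without CB4856 replicate 2 (0.721), N2 replicate 1 (0.766), *kyIR9* replicate 1 (0.757) and *kyIR9* replicate 3 (0.758). The columns of Table S1 have a rho of 0.830. The paper states that 59% of the variance is explained, and over 3 strains it was 33.3%. Background subtraction (41.3%), the authors' table (41.1%) and the scanner's log ratios (43.1%) come within a factor of 1.5 of it, and the other alternatives do not. Over 6 strains it was 50.2%, and the columns of Table S1 have 59.2%.

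Of the 247 probes of Table S1, 46 had a recomputed effect over 6 strains further from the paper's than its residual spread. For 7 of the Table S1 genes named here, the recomputed effect over 6 strains differed from the paper's by more than its residual spread. They are flp-16 (0.25, the paper's 0.481), flp-20 (0.32, the paper's 0.502), flp-21 (0.25, the paper's 0.395), flp-7 (0.38, the paper's 0.530), ins-7 (0.60, the paper's 0.857), nlp-45 (0.0783, the paper's 0.480) and nlp-57 (0.11, the paper's 0.379). The authors' table and the scanner's log ratios come within the spread for each of them, and background subtraction for each but nlp-45. No background correction does so for flp-20, flp-21, flp-7 and ins-7, and median centring for flp-21, flp-7 and ins-7. Leaving out an array does so for flp-20 (N2 replicate 1), flp-21 (CB4856 replicate 1, N2 replicate 1 or *kyIR9* replicate 2), flp-7 (either N2 array or *kyIR9* replicate 2) and ins-7 (CB4856 replicate 1 or *kyIR9* replicate 3). The other alternatives set before the data were examined do not.

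The Results state that the effects come from 3 strains, and the Methods add strain background as a covariate. The effects listed in Table S1 equal those of the fit over 6 strains to the authors' table for 247 of 247 probes within 1e-05, and those of the fit over 3 strains for none.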

Other observations

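The tests of the slope against probe brightness and of the hil-5 probes were chosen only after the result was seen.

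The offset of the background model may account for the smaller slope recomputed here. In the dimmer 124 probes of Table S1, the slope of the recomputed 6-strain effects on the paper's effects was 0.577, and in the brighter 123 it was 0.946, as an offset that shrinks the ratios of dim probes would give. The authors' table gave slopes on the eQTL differences of 1.71 and 1.99 in the same probes. The offset was not varied on its own, and no biological explanation was tested.

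The mean log2 ratio of the sperm set was -0.78 ± 0.09 (SD, n = 3) in *kyIR9*, 0.02 ± 0.38 (SD, n = 2) in CB4856, 1.03 ± 0.06 (SD, n = 2) in N2, 1.17 ± 0.16 (SD, n = 2) in *npr-1(ad609)*, 1.29 ± 0.21 (SD, n = 3) in *npr-1(ky13)* and 1.64 ± 0.15 (SD, n = 3) in *qgIR1*. CB4856 and N2 differed in 3448 of 18079 probes, 1580 higher and 1868 lower in CB4856. With median centring 3574 were higher and 2521 lower.

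Outside Table S1, the largest effects over 6 strains by the fixed rule were col-137 (2.10), col-162 (1.92), col-88 (1.90), F53A9.8 (1.89) and col-60 (1.84) upward, and Y55F3AM.11 (-1.02), sax-2 (-0.81), dyf-3 (-0.78), drd-10 (-0.77) and dhs-25 (-0.67) downward. In the neuropeptide set, nlp-25 had an effect of 1.68 (adjusted p = 0.00564). The calls for all of these genes were lost with slide as a fixed block. Apart from dhs-25 they were lost with the sperm covariate, and apart from nlp-25 without N2 replicate 2.

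The following genes were chosen after their values were seen. pud-4 was higher than in N2 by 4.48 in *qgIR1*, 4.81 in *npr-1(ad609)* and 4.49 in *npr-1(ky13)*, each with an adjusted p under the threshold, while CB4856 minus *kyIR9* was -0.12 (adjusted p = 0.861). The difference between backgrounds was 4.60 (adjusted p = 0.000194). No explanation was tested for it.

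hil-5 was lower in *kyIR9* than in CB4856 by both of its probes, with CB4856 minus *kyIR9* of 4.17 (standard error 0.08) and 1.21 (standard error 0.05). The probes overlap by 43 bases (chromosome I from 5783629 to 5783688 and from 5783612 to 5783671 in the array annotation, whose build is not named). A lower transcript level read alike by both probes is argued against, since they differ by 2.97. A change in sequence under the probes, unequal hybridization and a lower transcript level read unequally stay open and were not tested.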
